# A single-cell transcriptomic atlas of the developing chicken limb

**DOI:** 10.1186/s12864-019-5802-2

**Published:** 2019-05-22

**Authors:** Christian Feregrino, Fabio Sacher, Oren Parnas, Patrick Tschopp

**Keywords:** scRNA-seq, Gene expression, Cellular transcriptomics, Autopod patterning, Digits, Interdigit, Perichondrium, Phalanges

## Abstract

**Background:**

Through precise implementation of distinct cell type specification programs, differentially regulated in both space and time, complex patterns emerge during organogenesis. Thanks to its easy experimental accessibility, the developing chicken limb has long served as a paradigm to study vertebrate pattern formation. Through decades’ worth of research, we now have a firm grasp on the molecular mechanisms driving limb formation at the tissue-level. However, to elucidate the dynamic interplay between transcriptional cell type specification programs and pattern formation at its relevant cellular scale, we lack appropriately resolved molecular data at the genome-wide level. Here, making use of droplet-based single-cell RNA-sequencing, we catalogue the developmental emergence of distinct tissue types and their transcriptome dynamics in the distal chicken limb, the so-called autopod, at cellular resolution.

**Results:**

Using single-cell RNA-sequencing technology, we sequenced a total of 17,628 cells coming from three key developmental stages of chicken autopod patterning. Overall, we identified 23 cell populations with distinct transcriptional profiles. Amongst them were small, albeit essential populations like the apical ectodermal ridge, demonstrating the ability to detect even rare cell types. Moreover, we uncovered the existence of molecularly distinct sub-populations within previously defined compartments of the developing limb, some of which have important signaling functions during autopod pattern formation. Finally, we inferred gene co-expression modules that coincide with distinct tissue types across developmental time, and used them to track patterning-relevant cell populations of the forming digits.

**Conclusions:**

We provide a comprehensive functional genomics resource to study the molecular effectors of chicken limb patterning at cellular resolution. Our single-cell transcriptomic atlas captures all major cell populations of the developing autopod, and highlights the transcriptional complexity in many of its components. Finally, integrating our data-set with other single-cell transcriptomics resources will enable researchers to assess molecular similarities in orthologous cell types across the major tetrapod clades, and provide an extensive candidate gene list to functionally test cell-type-specific drivers of limb morphological diversification.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5802-2) contains supplementary material, which is available to authorized users.

## Background

Embryonic pattern formation relies on the tight coordination of numerous developmental processes, across multiple scales of complexity. From seemingly homogenous progenitor populations, different cell types get specified and arranged in intricate patterns, to give rise to functional tissues and organs. As progenitors mostly share a common genome, this phenotypic specialization relies on the precise execution of distinct gene regulatory networks, to enable cell type specification and ensuing pattern formation [1–3]. Slight deviations in these processes contribute to morphological variations within natural populations. More profound aberrations, however, can cause malformations and ultimately result in death of the embryo. To buffer such fragile balance, many cell type specification and pattering processes rely on complex feedback mechanisms, through tightly interconnected molecular loops between spatially distinct signaling centers [4–6]. Hence, integration of multiple signaling pathways across space and time defines a molecular coordinate grid to instruct organogenesis at the tissue level. Ultimately, however, these multifaceted signaling inputs have to be incorporated at the cellular level, via cell type-specifying gene regulatory networks, as progenitor cells undergo spatially and temporally defined cell fate decisions to contribute to proper pattern formation.

Tetrapod limb development has long served as a model to study the genetic and molecular underpinnings of vertebrate pattern formation. Due to its non-essentiality for embryo survival, many fetuses carrying mutations that affect limb development make it to full term. Accordingly, human geneticists have been able to accumulate an impressive catalogue of candidate genes for limb patterning [7–9]. Combined with the easy accessibility of the limb in chicken embryos, and molecular genetic tools in the mouse, decades of experimental work have resulted in an in-depth understanding of many of the molecular mechanisms driving limb formation at the tissue scale [5]. Moreover, given the profound morphological diversifications the basic limb structure has experienced in numerous tetrapod clades, limb development has long attracted the interests of comparative developmental biologists using ‘EvoDevo’ approaches [10]. This holds especially true for the most distal portion of the limb, the autopod, i.e. hands and feet. There, species-specific adaptations to distinct modes of locomotion have resulted in a diverse array of digit number formulas and individualized digit patterns [11–14].

Early in development, proliferation of a lateral plate mesoderm (LPM)-derived mesenchymal progenitor population drives overall limb bud outgrowth. Signaling crosstalk with a specialized structure of the distal overlaying ectoderm, the apical ectodermal ridge (AER), controls these dynamics. Concurrently, the major embryonic axes of the limb are defined by the coordinated action of multiple signaling centers [reviewed in 5]. As development progresses, LPM-derived progenitors start to differentiate into skeletal and other connective tissue types [15–17], while muscles cells originating from the somites migrate into the limb bud to complement formation of the musculoskeletal apparatus [18, 19]. For autopod pattern formation, digit numbers and identities are first defined by posteriorly restricted sonic hedgehog (SHH) activity, and altered by modulations therein ([10, 14, 20], reviwed in [21]). Digit elongation then relies on a specialized distal progenitor population, which supports outgrowth of individual digit bones, the phalanges [22, 23]. Digit-specific phalanx-formulas, and their stereotypic connection patterns via synovial joints, are established by signals emanating from the posterior interdigit mesenchyme [24, 25].

In this study, capitalizing on the power of droplet-based single-cell RNA-sequencing, we resolve the underlying transcriptional dynamics of autopod tissue formation and pattern emergence at single-cell resolution, across three stages of chicken hindlimb development. In total, we present transcriptomic data for 17,628 cells, allowing us to identify all major tissue types of the developing limb, as well as a substantial amount of molecular heterogeneity therein. Through weighted correlation network analysis, we define distinct gene co-expression modules that track corresponding tissue types across developmental time. Finally, we focus on the molecular make-up of cell populations involved in digit pattern formation and, hence, putative drivers of morphological diversification in the autopod.

Collectively, we present a comprehensive genomics resource that for the first time reveals the transcriptome dynamics of the developing chicken foot at the cellular level. Our study identifies a range of marker genes in co-expression modules of patterning-relevant cell populations. Thereby, we provide an extensive catalogue of candidate genes for functional follow-up studies to elucidate the molecular mechanisms of autopod pattern formation and diversification.

## Results

### Singe-cell sampling of the developing distal chicken limb

To follow the appearance of patterning-relevant cell populations and their associated transcriptome dynamics, we sampled three developmental stages of the embryonic chicken foot: stage Hamburger-Hamilton 25 (HH25, ~ 4.5 days of development), stage HH29 (~ 6 days of development) and stage HH31 (~ 7 days of development). This time window spans key morphogenetic events that drive species-specific patterns in the developing autopod, particularly for the skeletal apparatus and its associated tissues. Namely, stage HH25 is dominated by overall autopod outgrowth and delineation of the main embryonic axes, at HH29 digit-specific patterns differentiate, and at HH31 digit elongation is phasing out. We designed our tissue sampling strategies accordingly. At HH25, we captured the entire distal part of the growing limb (Fig. 1a), at HH29 we dissected two digits with distinct skeletal formulas, digit 3 and 4, as well as their adjacent interdigit mesenchyme (Fig. 1b), and at HH31 we focused on the tip of digit 4 with its growth-relevant progenitor population (Fig. 1c). We dissociated the micro-dissected tissue pieces using enzymatic digest combined with mechanical shearing and prepared single-cell suspensions for droplet-based high-throughput single-cell RNA-sequencing (*10X Genomics* and *Drop-Seq* [26, 27]). Using the corresponding bioinformatics pipelines, the resulting Next-Generation Sequencing libraries were mapped to the chicken genome, de-multiplexed according to their cellular barcodes and quantified to generate gene/cell UMI (unique molecular identifier) count tables. In total, we sampled over 17,000 cells and obtained single-cell transcriptomic profiles for 5982 (HH25), 6823 (HH29) and 4823 (HH31) individual cells, respectively (Additional file 1: Figure S1a). 

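Each stage was represented by 1 library and no biological replicate, and stage, platform and dissection changed together, so no p-value was computed and values are compared mainly within a stage. The HH25 library (day 4.5) came from the whole distal limb and the HH31 library (day 7.0) from the tip of digit 4. Both were made with the 10X Genomics droplet system, in which a unique molecular identifier (UMI) on each captured transcript lets amplified copies be counted once. The HH29 library (day 6.0) came from digits 3 and 4 with their interdigit and was made by Drop-Seq, another droplet method, as 3 technical replicates. The authors deposited raw UMI counts per gene and cell, made with the Cell Ranger or DropSeq pipelines on an Ensembl chicken assembly, and for each cell its cell cycle scores and its broad and fine cluster. The filters of the paper's methods were applied to these tables again. A limit of 4 times the mean UMI number removed 2 cells at HH25, 17 at HH29 and 5 at HH31, and a limit of 10% mitochondrial UMIs removed 42, 0 and 22 cells. No cell fell under 20% of the median UMI number. This left 5938 cells with 13778575 UMIs at HH25, 6806 cells with 23846769 UMIs at HH29 and 4796 cells with 13281515 UMIs at HH31. The technical replicates of HH29 kept 2362, 2833 and 1611 cells, with medians of 3419.5, 2697 and 2851 UMIs per cell. The 10% limit on ribosomal UMIs was not applied. Ribosomal RNA genes carry no name in the tables used here, and the transcripts of 70 ribosomal protein genes took a median of 36.1% of a cell's UMIs at HH25, 18.0% at HH29 and 44.3% at HH31. Expression is given in CPM, the UMIs of a gene summed over the cells of a population relative to all UMIs of that population, or as the log2 ratio of such values between populations, with exact 95% intervals from the Poisson distribution that cover counting error only. Shares of cells have exact Clopper-Pearson 95% intervals of the same scope. Populations are the authors' deposited sub-clusters. Since the genes named in the text helped to define those sub-clusters, the cells were also clustered again without 61 named genes, and each rebuilt cluster was assigned to the deposited sub-cluster with which it had the highest Jaccard index (cells shared over cells in either).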

Quality-based exclusion of single-cell transcriptomes was implemented based on mean library size, percentage of mitochondrial reads and number of genes detected per cell. Additionally, data normalization as well as batch and cell cycle corrections were performed (for details, please refer to the *Methods* section). On average, we detected 2879 UMIs and 1081 genes per cell (Additional file 1: Figure S1b,c).

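Over all 3 libraries, the cells that passed the filters held a mean of 2902 UMIs and 1110.1 genes. At HH25 the mean was 2320.4 UMIs and 868 genes per cell, at HH29 3504 UMIs and 1495 genes, and at HH31 2769 UMIs and 864 genes. The median number of UMIs per cell was 2046 at HH25, 2946 at HH29 and 2481.5 at HH31. With all deposited barcodes kept, the mean over all cells was 2913 UMIs and 1112 genes, and the mean of the 3 library means was 2875 UMIs and 1077 genes.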

**Fig. 1:**
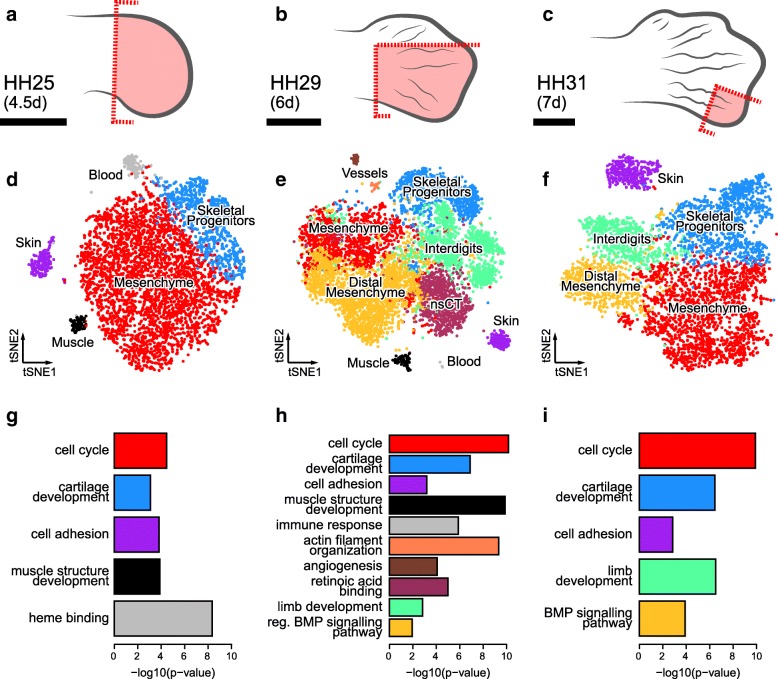
Sampling strategy and tissue composition of the developing chicken autopod. **a-c** Dissection schemes, highlighted in red, for sampling the different stages of hindlimb development (scale bar ~ 1 mm). **d-f** tSNE representation of the three datasets, representing 5982 (HH25), 6823 (HH29) and 4823 (HH31) cells according to their transcriptome similarities. Cellular color codes reflect unsupervised graph-based clustering results. Comparable cell populations identified in multiple samples are visualized using the same color. (**g-i**) Select overrepresented GO-terms, from analysis of the overexpressed genes, for each cluster at stages (**g**) HH25, (**h**) HH29 and (**i**) HH31

### Autopod tissue composition at cellular resolution

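The broad cluster column that the authors deposited held 5 clusters at HH25, 10 at HH29 and 6 at HH31. At HH31, broad cluster 6 held 636 cells, of which 336 were cells of the fine sub-cluster 11, named cycling mesenchyme in the paper's marker tables. When the cells were clustered again without the named genes, with 2000 variable genes and the resolutions of the paper's methods, 6 broad clusters were found at HH25, 11 at HH29 and 5 at HH31. Of the settings varied, the resolution moved these numbers most, to 8, 13 and 7 broad clusters when it was higher and to 6, 8 and 4 when it was lower.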

Using unsupervised graph-based clustering, we identified 5, 10 and 5 clusters at stages HH25, HH29 and HH31, respectively. Projecting these clusters onto stage-specific tSNE (t-Distributed Stochastic Neighbor Embedding [28]), plots of our cellular transcriptomes revealed the presence of a dominant bulk of cells, with varying degrees of sub-structure, as well as distinct outlier groups (Fig. 1 d-f). Based on the expression of known marker genes and gene ontology (GO)-term enrichment analyses, we were able to attribute these broadly defined cell populations to distinct tissue types (Fig. 1g-i, Additional file 1: Figure S1a and Figure S2a-c). At stage HH25, they comprise a largely undifferentiated and proliferating mesenchymal population (red), early skeletal progenitors (blue), muscle cells invading the limb (black), as well as skin (purple) and blood cells (grey) (Fig. 1d,g). 

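Of the 5938 HH25 cells, 4069 belonged to the mesenchymal sub-cluster, a share of 68.5% (95% interval 67.3 to 69.7%). The skeletal sub-cluster held 869 cells (14.6%, 13.7 to 15.6%). Muscle accounted for 103 cells (1.74%, 1.42 to 2.10%) and the ectoderm, AER included, for 240 cells (4.04%, 3.56 to 4.57%). The blood sub-cluster held 148 cells (2.49%, 2.11 to 2.92%). The remaining fine sub-clusters were the nsCT with 357 cells (6.01%, 5.42 to 6.65%) and the distal mesenchyme with 152 cells (2.56%, 2.17 to 2.99%). These shares describe 1 dissociated limb preparation, and a difference between cell types in capture or survival cannot be told from them.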

We recovered cell populations corresponding to those same five tissue types in our HH29 sample, with the exception that the “blood cluster” was now dominated by white blood cells and not erythrocytes. Additionally, we identified cell populations matching the interdigit mesenchyme (green), non-skeletal connective tissue (nsCT, maroon), cells enriched for markers of the very distal margin of the autopod mesoderm (“distal mesenchyme”, yellow), as well as endothelial (brown) and smooth muscle (orange) cells of the forming blood vessels (Fig. 1e,h). 

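In the HH25 blood sub-cluster, the haemoglobin gene *HBAA* (ENSGALG00000043234) reached 3175 CPM, against 74.5 CPM in all other cells of that library, a log2 ratio of 5.41 (95% interval 5.28 to 5.54). The log2 ratio was 5.22 (5.04 to 5.41) for *HBAD* (ENSGALG00000031597). Haemoglobin was unevenly spread over the sub-cluster: of its 148 cells, 64 gave at least 1% and 18 at least 5% of their UMIs to 4 haemoglobin genes. The leukocyte marker *GILT* (ENSGALG00000033694) had 24 UMIs in these cells, a log2 ratio to all others of 6.35 (5.32 to 7.45). These UMIs came from 3.38% of the sub-cluster, and all 24 lay in the 84 cells with less than 1% haemoglobin. The sub-cluster also held UMIs of the limb mesenchyme gene *HOXD13* (ENSGALG00000032039), at 305 CPM. This was as high as in the HH25 mesenchyme, which had 272 CPM of the genes other than haemoglobin. At HH29 the corresponding sub-cluster held 22 cells, 0.323% of the library (0.203 to 0.489%), and *GILT* reached 3275 CPM there against 0.715 CPM in the other cells, a log2 ratio of 12.16 (11.45 to 12.96). *HBAA* had 0 UMIs in the 22 cells and *HBAD* had 2, and the 4 haemoglobin genes together had 12 UMIs, or 157 CPM (81.2 to 275). Cells of the other HH29 sub-clusters with less than 1% haemoglobin had 53.8 to 128 CPM, with intervals that overlapped that of the 22 cells. In clusters rebuilt without the named genes, the log2 ratios were 5.72 for *HBAA* and 5.41 for *HBAD* at HH25 and 12.16 for *GILT* at HH29. The median of *HBAA* and *HBAD* at HH25, 5.32, moved most when the named genes took part in the clustering (6.72).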

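Of the 6806 HH29 cells, 2053 lay in the cycling and undifferentiated mesenchyme (30.2%, 95% interval 29.1 to 31.3%) and 959 in the skeletal sub-clusters (14.1%, 13.3 to 14.9%). The interdigit sub-clusters held 1100 cells (16.2%, 15.3 to 17.1%), the distal mesenchyme 1116 cells (16.4%, 15.5 to 17.3%) and the nsCT 871 cells (12.8%, 12.0 to 13.6%). Endothelial cells numbered 63 (0.926%, 0.712 to 1.18%) and smooth muscle cells 31 (0.456%, 0.310 to 0.646%). Muscle accounted for 105 cells (1.54%, 1.26 to 1.87%) and skin for 182 cells (2.67%, 2.304 to 3.09%). A further 304 cells (4.47%, 3.99 to 4.99%) formed a sub-cluster that the paper's marker table names after *SFRP2*, a gene not analysed here.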

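Of the 4796 HH31 cells, 1322 belonged to the cycling mesenchyme (27.6%, 95% interval 26.3 to 28.9%). The skeletal sub-clusters held 999 cells (20.8%, 19.7 to 22.0%), the interdigit 765 cells (15.95%, 14.9 to 17.0%) and the distal mesenchyme 662 cells (13.8%, 12.8 to 14.8%). Ectodermal cells numbered 367 (7.65%, 6.92 to 8.44%) and nsCT cells 304 (6.34%, 5.67 to 7.07%). The remaining 377 cells (7.86%, 7.11 to 8.66%) formed sub-cluster 6, which is given by number because its leading genes were mesenchymal while the paper's marker table names it skin.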

At stage HH31, we again find a largely undifferentiated mesenchymal population, the interdigit and distal margin mesenchyme, skeletal and skin cells (Fig. 1f,i). As expected according to our sampling strategy, for spatial and/or temporal context, we did not find all cell populations in every dataset. For example, while sample HH25 is biggest in relative size to the autopod, it is the earliest stage and thus predictably displayed the lowest cellular complexity. Conversely, even though development and cell type specification have advanced furthest in our HH31 sample, microdissection of only the tip of digit 4 prevented the capture of more diverse cell populations (Fig. 1c). Hence, our most complex dataset, in terms of cell number and tissue types identified, is from stage HH29. Collectively, using broad graph-based clustering and molecular profiling on our single-cell transcriptomics data, we catalogued the tissue composition of the developing autopod with cellular resolution, across three developmental stages.

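The median number of genes detected per cell was 811 at HH25, 1386 at HH29 and 813 at HH31. Because the HH29 cells also held more UMIs, each cell was thinned at random to 1000 UMIs, which left out 2 HH29 cells with fewer. The mean number of genes per cell was then 496 at HH25, 657 at HH29 and 437 at HH31. HH29 is the only Drop-Seq library, so its higher number of genes cannot be separated from the platform.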

### Fine-scale clustering and marker gene expression across developmental time

Although all expected major tissue types were recovered in our primary analyses, smaller cell populations, some well known to be essential for limb outgrowth and patterning, remained elusive. Hence, given our sampling depth, we next examined our data for additional sub-structure. Indeed, upon closer inspection using finer-tuned clustering parameters, we did find additional sub-populations with distinct transcriptional signatures (Fig. 2a-c, Additional file 1: Figure S1a). 

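The fine cluster column held 8 sub-clusters at HH25, 18 at HH29 and 11 at HH31. Clustering the cells again without the named genes, at the second set of resolutions of the paper's methods (1.1 for HH25, 1.4 for HH29 and HH31), gave 14, 21 and 12 clusters. The paper's merging of clusters separated by few differentially expressed genes was not repeated. Of the authors' sub-clusters, 7 of 8 at HH25, 18 of 18 at HH29 and 10 of 11 at HH31 were the best match of at least 1 rebuilt cluster. The sub-clusters without a match were HH25–7 and HH31–10. No lowest Jaccard index was required, so a match need not be close and these counts are no measure of recovery. The best index was 0.208 for HH25–1, 0.294 for HH25–5 and 0.299 for HH31–6, but 0.885 for HH25–8 and 0.984 for HH29–1.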

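The copies of the marker tables used here hold all 8 sub-clusters of HH25, 10 of 18 at HH29 and 10 of 11 at HH31. For every gene they list, the percentage of cells with at least 1 UMI was recomputed from the counts of all deposited barcodes, inside the sub-cluster and in the remaining cells. Both percentages lay within 0.05 percentage points of the paper's in 1207 of 1207 entries at HH25, 3206 of 3206 at HH29 and 2469 of 2469 at HH31. The number of genes listed per sub-cluster ranged from 31 to 580 at HH25, from 51 to 740 in the HH29 sub-clusters held and from 15 to 1187 in the HH31 sub-clusters held.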

Based on differential expression analyses, we identified marker genes for each of these sub-populations (Additional file 2, Additional file 3, Additional file 4). Certain sub-population/marker gene-combinations appeared to be conserved in all three samples, thereby allowing us to assign cellular equivalencies across developmental time (Fig. 2d-f). A subset of marker genes only showed loosely restricted expression patterns, likely a reflection of the largely undifferentiated state of the corresponding sub-population. For example, *PRRX1*, a well-established marker of the limb mesenchyme [16, 29, 30], and *PCNA*, active during DNA replication in proliferating cells [31], showed varying levels of expression beyond the proliferating mesenchyme sub-clusters. Such transcriptional ambiguities, however, seemed progressively lost, as mesenchymal progenitors committed to the different skeletal and non-skeletal lineages that define the emerging autopod patterns (Fig. 2d-f). 

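With every cell thinned to 1000 UMIs, *PRRX1* (ENSGALG00000003324) had at least 1 UMI in 48.1% of the mesenchymal cells at HH25, in 24.1% of the skeletal cells and in 1.67% of the ectodermal cells, which serve as background. The corresponding shares at HH29 were 62.7%, 21.1% and 8.24%, and at HH31 68.2%, 37.5% and 4.09%. Before thinning they were 69.7%, 37.6% and 2.92% at HH25, 84.9%, 40.7% and 20.9% at HH29, and 89.0%, 60.4% and 9.26% at HH31. *PRRX1* in the pooled skeletal cells thus lay above the ectodermal background at each stage, with 95% intervals that did not overlap (21.2 to 27.0% against 0.456 to 4.21% at HH25). At HH29 this rested on skeletal sub-cluster 15, at 33.2% (28.5 to 38.3%) after thinning. Sub-clusters 3, at 13.6% (10.6 to 17.0%), and 17, at 12.7% (7.29 to 20.1%), had intervals that overlapped that of the HH29 ectoderm (4.69 to 13.2%). *PCNA* (ENSGALG00000029292) was found after thinning in 41.1% of mesenchymal, 16.8% of skeletal and 22.5% of ectodermal cells at HH25, in 47.0%, 24.6% and 35.7% at HH29 and in 33.0%, 12.4% and 17.7% at HH31 (before thinning 65.2%, 29.5% and 48.8%, then 76.3%, 48.8% and 64.8%, then 59.1%, 26.5% and 36.8%). The median depth of the mesenchymal, skeletal and ectodermal cells was 2081, 1877 and 2081 UMIs at HH25, 3103, 2946 and 3233.5 UMIs at HH29 and 2674.5, 2380 and 2552 UMIs at HH31.

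**Figure D1:**
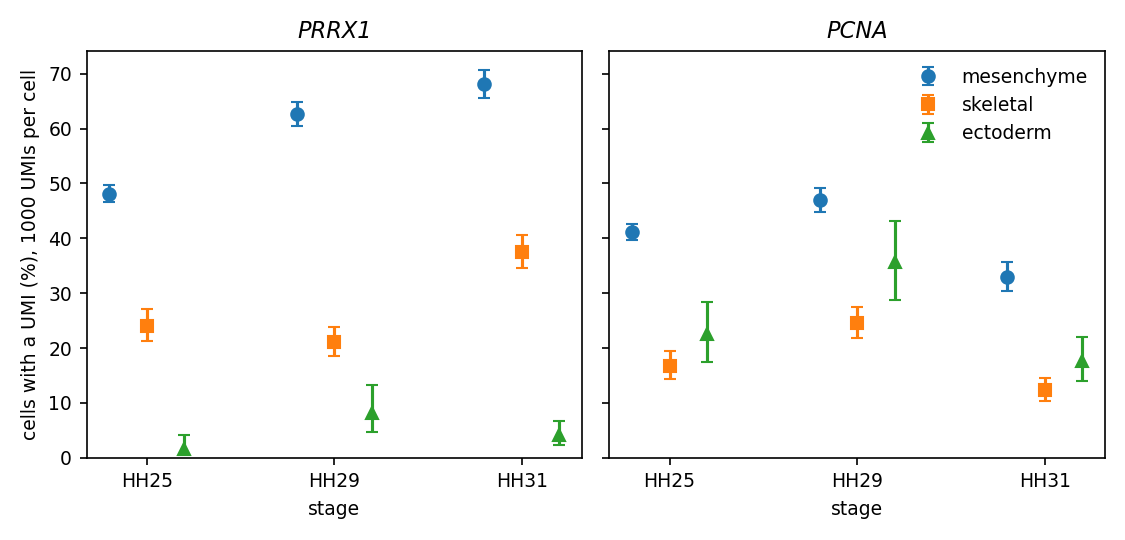
Percentage of cells with at least 1 UMI of *PRRX1* or *PCNA* after each cell was thinned to 1000 UMIs, for mesenchymal, skeletal and ectodermal cells at the 3 stages, with exact 95% binomial intervals. *PRRX1* is lowest in the ectoderm at every stage (1.67 to 8.24%), whereas *PCNA* is lowest in the skeletal cells (12.4 to 24.6%).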

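In skeletal cells, *PRRX1* reached 384 CPM at HH25, 295 CPM at HH29 and 583 CPM at HH31, and in the proliferating mesenchyme of the same libraries 779, 1254 and 1557 CPM. The log2 ratio of skeletal to mesenchymal cells was −1.02 (95% interval −1.14 to −0.91) at HH25, −2.09 (−2.18 to −1.99) at HH29 and −1.42 (−1.50 to −1.34) at HH31. For *PCNA* it was −1.46 (−1.61 to −1.30), −0.93 (−1.02 to −0.84) and −1.58 (−1.74 to −1.42). The separation was therefore widest at HH29 for *PRRX1*. For *PCNA* it was narrowest at HH29, and the intervals of HH25 and HH31 overlapped. In the pooled skeletal cells, neither gene changed in 1 direction over the 3 stages. HH29 is the only Drop-Seq library, so its place in either order cannot be separated from the platform. The pools also combine early and late chondrocytes at HH29 and HH31 but not at HH25. *PRRX1* was lower in HH29–3 than in HH29–15 (179.5 against 516 CPM) and in HH31–1 than in HH31–2 (255 against 766 CPM). *PCNA* was higher in the same comparisons (486 against 266 CPM and 201 against 122 CPM). In rebuilt clusters the ratios were −0.99, −1.78 and −1.31 for *PRRX1* and −1.20, −0.94 and −1.65 for *PCNA*. The value moved most by a setting was *PRRX1* at HH25, −0.43 when the named genes took part in the clustering.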

As expected, cell sub-populations residing outside the LPM-lineage showed more pronounced transcriptome individualizations. For example, at HH25 the ectodermal ‘skin’ population got split into two distinct sub-clusters, one representing the bulk amount of the embryonic skin covering the autopod (sub-cluster 8), and the other corresponding to the apical ectodermal ridge (sub-cluster 7). 

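The deposited sub-cluster 7 held 24 cells, 0.404% of the HH25 library (95% interval 0.259 to 0.601%), and sub-cluster 8 held 216 cells (3.64%, 3.18 to 4.15%). This division was not recovered when the cells were clustered again: without the named genes, the 24 AER cells and all 216 skin cells fell into 1 cluster of 244 cells. The same happened with the named genes put back, where that cluster held 246 cells. In none of the 11 clusterings run did the AER cells form a cluster of their own.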

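In the 24 cells of sub-cluster 7, *FGF8* (ENSGALG00000007706) had 119 UMIs, or 2085 CPM, against 3 UMIs and 5.45 CPM in the 216 cells of sub-cluster 8, a log2 ratio of 8.58 (95% interval 7.00 to 10.88). A UMI of *FGF8* was found in 95.8% of the AER cells and in 0.463% of the other ectodermal cells. *MSX2* (ENSGALG00000038848) was enriched to a lesser degree, with 788 against 70.8 CPM and a log2 ratio of 3.48 (2.83 to 4.13). *WNT6* (ENSGALG00000011358), at 596 against 436 CPM, had a log2 ratio of 0.45 whose interval included 0 (−0.11 to 0.97). *FGF8* is among the genes by which the AER cells were told apart, and no rebuilt cluster gives a value free of that choice.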

Expression of its canonical marker *FGF8* and other highly enriched genes clearly established AER identity, demonstrating that even small cell populations can be successfully captured (Fig. 2d).

**Fig. 2:**
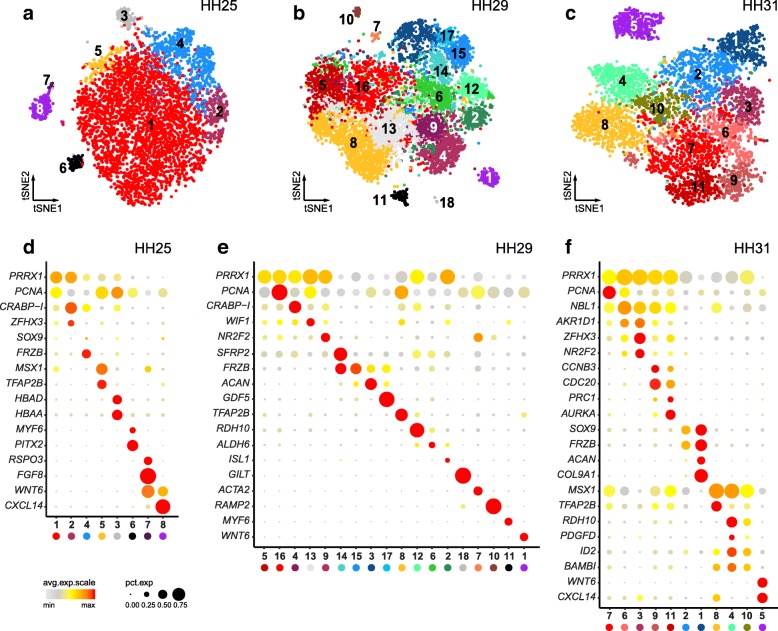
Cell population sub-structure and marker gene expression (**a-c**) tSNE plots of the three datasets. Colors now represent fine-tuned unsupervised graph-based clustering, with similar colorations relating to the results of the first clustering step. Comparable cell populations identified in multiple samples are visualized using the same color. For reference, sub-cluster numbers are added. **d-f** Dot plots of sub-cluster marker gene expression. Averaged expression level (heatmap) and percentage of cells showing > 0 expression (dot size) is visualized across all samples, for all identified sub-clusters. Same color-coding for sub-clusters identification is used as in (**a-c**)

### Gene co-expression modules and corresponding tissue types

To gain further insights into the regulatory programs that maintain these transcriptional signatures, and explore their potential biological significance, we tested for the occurrence of transcriptome-wide gene co-expression patterns using weighted correlation network analysis (WGCNA) [32]. This approach consists of an unsupervised clustering of genes based on their expression pattern across all cells, irrespective of the assigned cell or tissue type. In order to comprehensively screen for relevant gene co-expression modules, we conducted the analysis in our transcriptionally most complex sample at stage HH29. Starting with genes that showed high levels and variation of expression, we calculated an adjacency matrix and its topological overlap to construct a hierarchical tree. The resulting tree was cut to obtain a first set of gene co-expression modules. We then computed the first principal component of each module, to define so-called ‘module eigengenes’. For each individual gene, correlation to the respective eigengenes was used to assess module membership. Genes not significantly correlated with any eigengene were discarded, after which the entire process was repeated iteratively with a reduced gene set. Eventually, we identified a total of 836 genes grouped in 16 distinct gene co-expression modules, each designated by a color (Fig. 3a). Final module sizes ranged from 15 to 215 genes (Additional file 5).

**Fig. 3:**
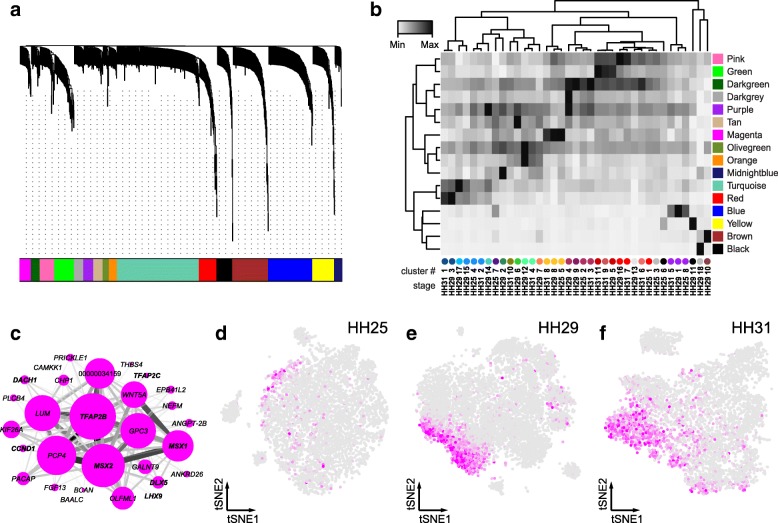
Weighted correlation network analysis and gene co-expression modules**. a** WGCNA gene hierarchical clustering dendrogram and modules of co-expression. A total of 16 distinct co-expression modules are identified, visualized by colored bars at the bottom of the dendrogram (color scheme unrelated to previous cell clustering). **b** Heatmap of mean expression values per co-expression module, calculated across distinct cell sub-clusters and developmental stages. Ordering based on hierarchical clustering of averaged co-expression module activities and sub-clusters. Sub-clusters identification at bottom (number and color code) corresponds to Fig. 2a-c. **c** *Cytoscape* visualization of co-expression module Magenta. Node size is proportional to module membership of each gene, edge thickness represents correlation of pair-wise gene co-expression. **d-f** Heatmap representing the averaged cellular activity of the Magenta module, plotted on tSNE representations of the different samples. Color intensity is proportional to the mean expression of the module in each cell

On a cell-by-cell basis, we calculated the average expression for each of the co-expression modules and visualized their distribution on our stage HH29 tSNE plot (Additional file 1: Figure S3). 

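The copy of the module table used here holds 10 of the paper's 16 modules, with 431 of its 836 genes. Red, Turquoise, Yellow, Tan, Pink and Purple were not analysed here as modules. Module activity was computed per cell as the mean, over the module's genes, of the natural log of 1 plus the UMIs per 10000, and averaged over each sub-cluster. Module Black averaged 1.52 (SD over cells 0.329) in the HH29 leukocytes and 0.174 (SD 0.0565) in the sub-cluster with the next highest value, the endothelium. All 41 of its genes had their highest CPM in the leukocytes. Module Blue averaged 0.604 (SD 0.115) in the skin and 0.151 (SD 0.0479) in the joint sub-cluster, with 101 of 115 genes highest in the skin. Module Brown averaged 0.918 (SD 0.177) in the endothelium and 0.356 (SD 0.0658) in the leukocytes, with 72 of 93 genes highest in the endothelium. The modules were derived from these same HH29 cells, so their HH29 averages describe the modules and are no independent measurement.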

Compared to our initial clustering of sample HH29, we found co-expression modules specifically enriched in the following cell populations: blood cells (module Black), skin (Blue), blood vessel endothelium (Brown), nsCT (Darkgrey), distal mesenchyme (Magenta), chondrocytes (Red and Turquoise) and muscle (Yellow). Interestingly, GO-terms associated with more broadly distributed modules enabled us to attribute the sub-clustering structure of certain tissues to particular biological processes. For example, HH29 mesenchyme sub-cluster 5 showed higher activity for module Green, associated with GO-terms connected to mitosis, whereas sub-cluster 16 was enriched for module Pink, linked to G2/M-transition-related genes (Additional file 1: Figure S3). Hence, we reasoned that distinct cell-cycle states underlie the subdivision of the proliferating mesenchyme cluster. Likewise, HH29 interdigit sub-clusters 2, 6 and 12 were closely matched by the activities of modules Tan, Olivegreen, Orange and Midnightblue (see below, Fig. 4a-h).

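Module Green averaged 1.69 (SD over cells 0.433) in HH29 sub-cluster 5 and 0.981 (SD 0.404) in sub-cluster 16, followed by 0.887 in the distal mesenchyme. Of its 51 genes, 50 had their highest CPM in sub-cluster 5. At HH31 the module averaged 1.03 in sub-cluster 11, 0.949 in sub-cluster 9 and 0.429 in sub-cluster 7, the other sub-clusters named cycling mesenchyme.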

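The 577 cells of HH29 sub-cluster 5 and the 627 cells of sub-cluster 16 were compared for genes of the cell cycle. *CCNB3* (ENSGALG00000025810) reached 393 CPM in sub-cluster 5 and 41.1 CPM in sub-cluster 16, a log2 ratio of 3.26 (95% interval 2.95 to 3.58). The log2 ratio was 3.20 (2.99 to 3.43) for *CDC20* (ENSGALG00000009971), 2.27 (1.97 to 2.59) for *PRC1* (ENSGALG00000012836) and 1.74 (1.58 to 1.90) for *AURKA* (ENSGALG00000007768). *PCNA* went the other way, with 366 CPM in sub-cluster 5 and 1151 CPM in sub-cluster 16 (log2 ratio −1.65, −1.77 to −1.53). In rebuilt clusters of 553 and 764 cells, the log2 ratios were 2.97, 2.90, 1.86 and 1.61 for *CCNB3*, *CDC20*, *PRC1* and *AURKA*. Their median, 2.74 in the authors' sub-clusters, fell furthest to 2.27 at a higher resolution. At HH31, sub-clusters 9 and 11 against 7 gave log2 ratios of 5.57, 4.11, 2.66 and 1.89 for the same genes and −1.78 for *PCNA*. From the modules active in each sub-cluster, the paper reasons that different states of the cell cycle divide the proliferating mesenchyme. It ties sub-cluster 16 to the G2/M transition through module Pink, whose genes were not analysed here. *CCNB3*, *CDC20*, *PRC1* and *AURKA* were lower in sub-cluster 16 than in sub-cluster 5. The authors' mean scores were 0.610 against 0.947 for G2/M and 0.654 against 0.537 for S, in the same order.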

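Among the HH29 interdigit sub-clusters, module Orange averaged 1.13 (SD over cells 0.366) in sub-cluster 12, 0.639 (SD 0.312) in sub-cluster 6 and 0.517 (SD 0.255) in sub-cluster 2, with 0.681 (SD 0.246) in smooth muscle. Module Olivegreen averaged 0.886 (SD 0.349) in sub-cluster 12, 0.811 (SD 0.292) in sub-cluster 2 and 0.611 (SD 0.311) in sub-cluster 6, with 0.678 (SD 0.327) in smooth muscle. Midnightblue, by contrast, averaged 0.406 (SD 0.266) in sub-cluster 2 and 0.148 (SD 0.148) and 0.101 (SD 0.102) in sub-clusters 12 and 6. The genes of module Tan were not analysed here.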

**Fig. 4:**
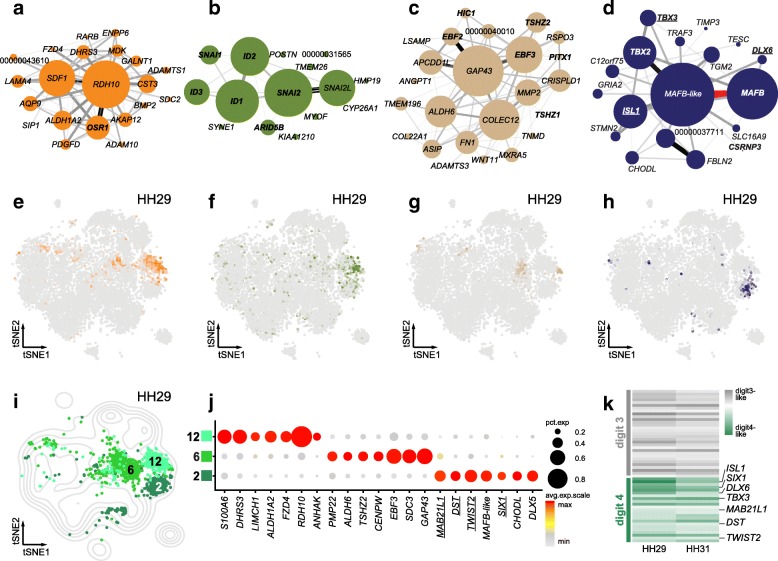
Molecular and spatial heterogeneity in the interdigit mesenchyme. **a-g** Interdigit-associated co-expression modules (**a**) Orange, (**b**) Olivegreen, (**c**) Tan, and (**d**) Midnightblue. Node size represents gene module membership, edge thickness gene pair-wise correlation. Gene names in bold are classified as transcription factors, uncharacterized genes show only Ensembl numbers following the “ENSGALG” gene code. **e-h** Heatmaps of averaged activity levels of the corresponding modules, visualized on top of a tSNE plot for sample HH29. i Contour density plot of the tSNE projection for sample HH29, to delineate overall cell distribution. Partial tSNE plot on top, to visualize only cells belonging to interdigit-like sub-clusters (Color-coding and numbering according to Fig. 2b). **j** Expression dot plot of differentially expressed genes between the three interdigit sub-clusters at stage HH29. **k** Heatmap visualization of “digit3-like” and “digit4-like” gene sets at stages HH29 and HH31, based on differential expression analysis of digit-specific bulk RNA-seq data by Wang et al., 2011. Underlined gene names in **d,j** denote membership to the “digit IV-like” gene set

To follow the developmental dynamics of the identified modules, we calculated their averaged activities across all the three sampled time points, and visualized similarities across time and tissue types using unsupervised hierarchical clustering (Fig. 3b). Indeed, despite differences in embryonic stages and experimental platforms, we were able to confirm corresponding cell and tissue types between our samples. For example, what we refer to as the “distal mesenchyme” is a population of cells characterized by high activity of the co-expression module Magenta at all time points (Fig. 3c-f). 

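Module Magenta had its highest average in the sub-cluster named distal mesenchyme at each stage. It averaged 0.526 (SD over cells 0.166) in HH25–5, with the AER next at 0.258. In HH29–8 it averaged 0.748 (SD 0.217), followed by 0.398 in interdigit sub-cluster 12, and in HH31–8 it averaged 0.770 (SD 0.177), followed by 0.471 in interdigit sub-cluster 10. Of the module's 29 genes, 26 were in the HH25 table and 25 in the HH31 table. The highest CPM of a gene was in the distal mesenchyme for 18 genes at HH25 and for 21 genes at both later stages.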

Comparisons to published expression patterns for *TFAP2B, WNT5A*, *MSX1* and *MSX2* confirmed its distal location and, based on those genes’ functions, suggested a role for this cell population in controlling distal autopod outgrowth. 

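At HH25, *TFAP2B* (ENSGALG00000016680) reached 355 CPM in the 152 cells of the distal mesenchyme and 18.3 CPM in all other cells, a log2 ratio of 4.28 (95% interval 3.97 to 4.58). The log2 ratio was 1.06 (0.92 to 1.20) for *WNT5A* (ENSGALG00000034168), 1.62 (1.39 to 1.83) for *MSX1* (ENSGALG00000015013) and 2.03 (1.65 to 2.38) for *MSX2*. At HH29 the ratios were 3.55 (3.44 to 3.67), 1.23 (1.17 to 1.28), 1.15 (1.10 to 1.19) and 2.66 (2.57 to 2.74), and at HH31 1.69 (1.55 to 1.82), 0.62 (0.56 to 0.69), 1.27 (1.20 to 1.35) and 1.34 (1.22 to 1.46), in the same order. *TFAP2B* had its highest value among the sub-clusters of each stage in the distal mesenchyme. *MSX1* was higher in interdigit sub-cluster 12 at HH29 (3026 CPM) than in the distal mesenchyme (1303 CPM). There *WNT5A* was nearly equal in both, at 987 and 988 CPM. At HH31 *MSX1* was likewise at least as high in interdigit sub-cluster 4, at 1245.5 CPM (1183 to 1311) against 1205 CPM (1153 to 1259) in the distal mesenchyme, and at HH25 *MSX2* was highest in the AER, with 181 CPM (142 to 228) in the distal mesenchyme. In clusters rebuilt without these genes, the ratios of *TFAP2B*, *WNT5A*, *MSX1* and *MSX2* were 3.63, 0.84, 1.47 and 1.79 at HH25, 3.24, 1.16, 1.21 and 2.53 at HH29 and 1.59, 0.56, 1.26 and 1.33 at HH31. The setting that moved the median of the 4 ratios most was a clustering on 1000 variable genes, which lowered it at HH25 from 1.82 to 0.54. The rebuilt cluster matched to HH25–5 held 390 cells, of which 123 were among the 152.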

Using WGCNA thus enabled us to define equivalent cell populations across developmental time, and helped attribute biological functions at the sub-cluster level.

### Transcriptionally and spatially distinct sub-populations in the interdigit mesenchyme

As expected by developmental stage, interdigit populations were only recovered in samples HH29 and HH31. 

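*RDH10* (ENSGALG00000034346), a marker of the interdigit at the later stages, was rare at HH25, where its highest value among the 8 sub-clusters was 20.9 CPM, in the chondrocytes. At HH29 it reached 564 CPM over the interdigit sub-clusters and 62.8 CPM in all other cells, a log2 ratio of 3.17 (95% interval 3.07 to 3.27). The ratio at HH31 was 3.54 (3.39 to 3.70), from 510.0 CPM in the interdigit and 43.8 CPM elsewhere. With 137 UMIs over the whole HH25 library, a low level of the gene was detected. Expression confined to few cells could have been missed at this depth.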

In total, we identified four associated co-expression modules (Fig. 4a-d). High Orange and Olivegreen module activities were coinciding with the same interdigit sub-population (Fig. 4e, f), which was recognizable in both HH29 and HH31 samples and marked by *RDH10* expression (Fig. 2e,f). 

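At HH31, Orange and Olivegreen both had their highest average in sub-cluster 4, at 0.659 (SD over cells 0.265) and 0.460 (SD 0.258), and the next highest in the other interdigit sub-cluster, 10, at 0.477 and 0.399. Of the 21 Orange genes, 13 had their highest CPM at HH29 in sub-cluster 12, as had 9 of the 15 Olivegreen genes. *RDH10* reached 1458 CPM in HH29–12 and 285 CPM in HH29–6. A second interdigit marker, *ALDH6* (ENSGALG00000033365), had log2 ratios of interdigit to all other cells of 3.63 (95% interval 3.42 to 3.84) at HH29 and 2.62 (2.21 to 3.02) at HH31. In rebuilt interdigit clusters of HH29 the ratio was 2.97 for *RDH10* and 3.34 for *ALDH6*. At HH31 no rebuilt cluster matched sub-cluster 10, so that no rebuilt value was available for the whole interdigit. The median ratio of 5 interdigit genes at HH29, 1.69, moved most at a higher resolution (1.61).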

Noticeably, all genes with high membership in module Olivegreen were transcription factors (TFs), while module Orange was enriched for enzymatic activities (Fig. 4a,b). Both, however, scored high for GO-terms related to retinoic acid signaling, an important mediator of interdigit cell death [33]. Module Tan was enriched for skeletogenic and morphogenetic GO-terms, suggesting it might mediate some of the patterning information contained in the interdigit mesenchyme to the adjacently forming digits (Fig. 4c,g). Lastly, module Midnightblue showed multiple TFs and its activity was restricted to HH29 sub-cluster 2 (Fig. 4d,h).

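Outside the interdigit, Midnightblue averaged 0.231 (SD over cells 0.157) in the 31 smooth muscle cells of HH29 and was next highest in sub-cluster 14. Of its 18 genes, 12 had their highest CPM in sub-cluster 2. At HH31 the highest average was 0.178 (SD 0.147) in interdigit sub-cluster 4, and at HH25, where 15 of the genes were in the table, it was 0.0551 (SD 0.0756) in the distal mesenchyme.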

Since relevant patterning information is contained in the interdigit, posteriorly adjacent to each forming digit, we next wondered whether some of the sub-clustering structure corresponded to spatially distinct interdigit populations along the anterior-posterior axis of the autopod. At HH29, we detected three interdigit sub-clusters (Fig. 4i). Using differential expression analyses, we defined marker genes that distinguish the three sub-clusters from each other (Fig. 4j). To assign putative spatial information to our single-cell interdigit transcriptomes, we reanalyzed a bulk RNA-seq dataset covering stages HH29 and HH31 of the developing chicken hindlimb autopod [34]. This dataset is based on dissections of individual digits, together with their posteriorly associated interdigit mesenchyme, and thus provided an opportunity to identify spatially resolved marker genes. We contrasted their transcriptomic data of digit/interdigit III against digit/interdigit IV and found a total of 54 genes to be significantly differentially expressed at both developmental time points (Fig. 4k). Comparing the digit/interdigit IV-specific subset of these genes to our differential expression analysis of sub-cluster 2, and its affiliated module Midnightblue, we found an overlap of seven up-regulated genes (Fig. 4d,j, underlined). In contrast, we couldn’t find any other digit/interdigit IV gene in the rest of the interdigit sub-cluster signatures or co-expression modules. 

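The 313 cells of HH29 sub-cluster 2 were compared with the 787 cells of interdigit sub-clusters 6 and 12 for 6 genes underlined in Fig. 4. *ISL1* (ENSGALG00000014884) reached 92.3 CPM (101 UMIs) against 1.58 CPM (4 UMIs), a log2 ratio of 5.87 (95% interval 4.47 to 7.77). *DLX6* (ENSGALG00000023195) had 43 against 5 UMIs and a log2 ratio of 4.31 (2.98 to 6.01). The log2 ratio was 1.83 (1.57 to 2.10) for *TWIST2* (ENSGALG00000004274), 1.79 (1.49 to 2.09) for *DST* (ENSGALG00000016289), 1.32 (1.04 to 1.60) for *MAB21L1* (ENSGALG00000045052) and 1.29 (0.84 to 1.74) for *TBX3* (ENSGALG00000036043). In clusters rebuilt without these genes, of 372 and 837 cells, the ratios were 5.87 for *ISL1*, 4.36 for *DLX6*, 1.64 for *TWIST2*, 1.84 for *DST*, 1.40 for *MAB21L1* and 1.24 for *TBX3*. The median of the 6 ratios moved most when each cell was thinned to 1000 UMIs, from 1.81 to 2.19. From the overlap of the markers of sub-cluster 2 and the genes of Midnightblue with genes specific to digit and interdigit IV, the paper concludes that sub-cluster 2 came from the interdigit behind digit 4.

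**Figure D2:**
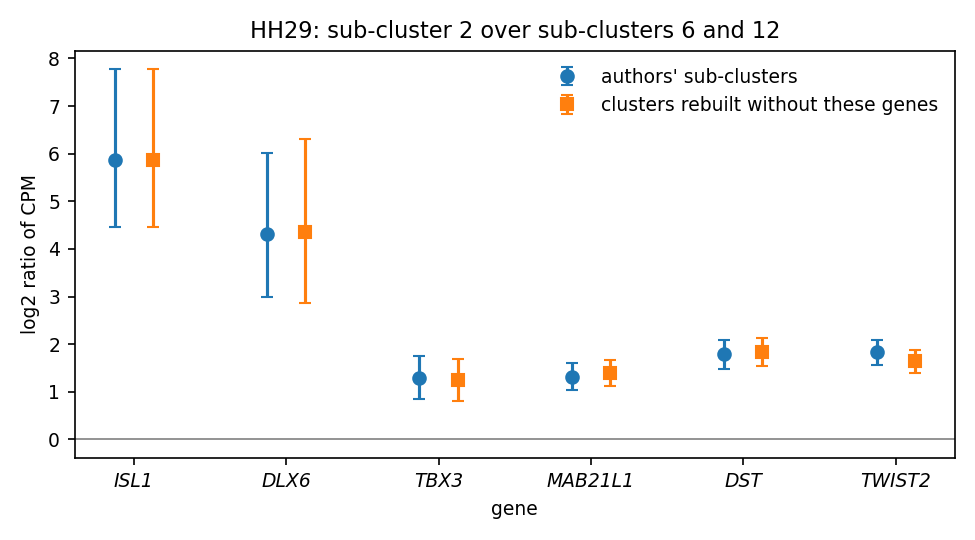
Log2 ratio of CPM in HH29 sub-cluster 2 over interdigit sub-clusters 6 and 12 for the 6 genes, in the authors' sub-clusters and in clusters rebuilt without these genes, with exact 95% intervals for counting error. All ratios and intervals lie above 0, from 1.24 for *TBX3* in rebuilt clusters to 5.87 for *ISL1*.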

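Some of the 6 genes were higher outside the interdigit of HH29. *MAB21L1* reached 239 CPM in nsCT sub-cluster 4 against 201 CPM in sub-cluster 2, and *DST* 1727 CPM in the skin against 210.1 CPM. *ISL1*, *DLX6*, *TBX3* and *TWIST2* had their highest HH29 value in sub-cluster 2, where *TWIST2*, at 279 CPM, was close to its 276 CPM in sub-cluster 4. The sub-cluster also carried haemoglobin, with 5 of its 313 cells holding 98.8% of its haemoglobin UMIs. In those 5 cells the 6 genes together had 4 UMIs. With the genes of the co-expression modules also left out, no rebuilt cluster matched sub-cluster 2, and none matched sub-cluster 6 with 30 neighbours or at a resolution 0.75 times as high. The dissections of single digits that the paper compares with were not analysed here.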

We therefore concluded that HH29 sub-cluster 2 consisted of cells of the interdigit mesenchyme posterior to digit 4.

### Developing digits and their associated tissues

Of the cell populations directly contributing to the making of digits, a cluster reminiscent of the non-skeletal connective tissue, the nsCT, appeared in all of the samples. In our WGCNA analyses, we identified three modules, Darkgrey, Purple, and Darkgreen, which mapped to the nsCT sub-clusters (Fig. 5a-f). The Darkgrey module was most restricted, in both time and cell numbers, and its activity pattern closely matched the HH29 sub-cluster 4 (Fig. 5d). 

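Module Darkgrey averaged 0.373 (SD over cells 0.204) in HH29 sub-cluster 4 and 0.155 in the other nsCT sub-cluster, 9. The second highest average was in interdigit sub-cluster 2, at 0.185 (SD 0.133). Of its 25 genes, 16 had their highest CPM in sub-cluster 4. The highest averages at the other stages were 0.144 (SD 0.110) in HH25–2, with 17 of the genes in the table, and 0.185 (SD 0.132) in HH31–3, with 16.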

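Over the 540 cells of HH29 sub-cluster 4 against all other cells, *AQP1* (ENSGALG00000005209) had a log2 ratio of 3.70 (95% interval 3.46 to 3.94), *DKK2* (ENSGALG00000028041) of 3.20 (2.91 to 3.48), *GLT8D2* (ENSGALG00000034078) of 3.11 (2.92 to 3.31) and *CRABP-I* (ENSGALG00000003193) of 2.93 (2.85 to 3.01). In the 331 cells of the other nsCT sub-cluster, 9, the ratio was −2.36 (−3.99 to −1.13) for *AQP1* and −1.22 (−2.45 to −0.23) for *DKK2*, but 0.88 (0.50 to 1.23) for *GLT8D2* and 0.31 (0.13 to 0.48) for *CRABP-I*. *AQP1* was highest in the endothelium, at 284 CPM against 168 CPM in sub-cluster 4.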

Cellular retinoic acid binding protein I *CRABP-I*, Aquaporin *AQP1*, *DKK2* and *GLT8D2* were the genes most strongly associated with this module. Modules Purple and Darkgreen showed more widespread activities (Fig. 5e,f), and centered on *COL1A2*, *DCN*, *KCNJ2*, *SALL1*, and *AKR1D1*, *PRRX1*, *TCF12, ZFHX3*. 

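At HH29, *COL1A2* (ENSGALG00000009641) had log2 ratios to all other cells of 1.42 (95% interval 1.36 to 1.48) in nsCT sub-cluster 4 and 0.24 (0.13 to 0.35) in sub-cluster 9. *DCN* (ENSGALG00000011274), with 1.43 (1.33 to 1.52) and −0.04 (−0.23 to 0.14), *KCNJ2* (ENSGALG00000004376), with 3.16 (2.97 to 3.35) and 0.62 (0.23 to 0.99), and *SALL1* (ENSGALG00000039238), with 1.40 (1.12 to 1.67) and −2.30 (−3.62 to −1.25), were likewise higher in sub-cluster 4. *AKR1D1* (ENSGALG00000012834) and *PRRX1* had higher ratios in sub-cluster 9, at 1.67 (1.60 to 1.73) and 0.85 (0.78 to 0.93), than in sub-cluster 4, at 0.92 (0.86 to 0.99) and 0.44 (0.37 to 0.51). *TCF12* (ENSGALG00000004304) reached 1.17 (1.13 to 1.22) in sub-cluster 4 and 0.72 (0.65 to 0.78) in sub-cluster 9, and *ZFHX3* (ENSGALG00000000713) 1.94 (1.84 to 2.04) and 1.62 (1.49 to 1.75).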

By performing stage-specific differential expression analyses for our nsCT clusters (HH25–2, HH29–9/4, HH31–3; Fig. 2), we noticed a progressive maturation of nsCT signatures, with HH31–3 showing the highest degree of transcriptional differentiation (Fig. 5g). 

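The genes of Fig. 5g, *CRABP-I*, *COL1A2*, *ZFHX3*, *NR2F2* (ENSGALG00000007000), *NBL1* (ENSGALG00000040297) and *ZFHX4* (ENSGALG00000037164), were each higher in the nsCT than in all other cells at every stage, with 95% intervals above 0. At HH25 (sub-cluster 2, 357 cells) the log2 ratios were 1.83, 1.14, 1.57, 2.57, 1.59 and 1.67 in that order. At HH29 (sub-clusters 4 and 9, 871 cells) they were 2.51, 1.14, 2.06, 1.47, 1.39 and 1.58, and at HH31 (sub-cluster 3, 304 cells) 1.15, 0.91, 2.19, 2.49, 0.80 and 1.30. The other cells of HH31 include sub-cluster 6, where *NBL1* was higher than in the nsCT (796 against 636 CPM) and *CRABP-I* was close to it (587 against 619 CPM). *NR2F2* came from sub-cluster 9 at HH29 (2.35, 2.17 to 2.53), since its ratio in sub-cluster 4 alone was 0.14 (−0.12 to 0.40). In clusters rebuilt without these genes the ratios lay between 1.22 (*COL1A2*) and 2.27 (*NR2F2*) at HH25, between 1.245 (*COL1A2*) and 2.66 (*CRABP-I*) at HH29 and between 0.93 (*COL1A2*) and 2.45 (*ZFHX3*) at HH31.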

Overall, however, nsCT signatures appeared developmentally dynamic and only six genes were significantly enriched across all stages (Fig. 5g), five of which also appeared in our nsCT modules. Using in situ hybridization for the top-three of these genes, both differential expression- and module membership-wise, allowed us to attribute module activities to discrete nsCT domains along the developing skeletal elements. *CRABP-I* showed highest expression near and around the forming epiphysis, where synovial joints and ligament attachment sites develop (Fig. 5h). *COL1A2*- and *ZFHX3*-positive populations showed a graded distribution along the periskeletal tissue layer, predominantly marking the prospective periosteum and perichondrium domains, respectively (Fig. 5i,j).

**Fig. 5:**
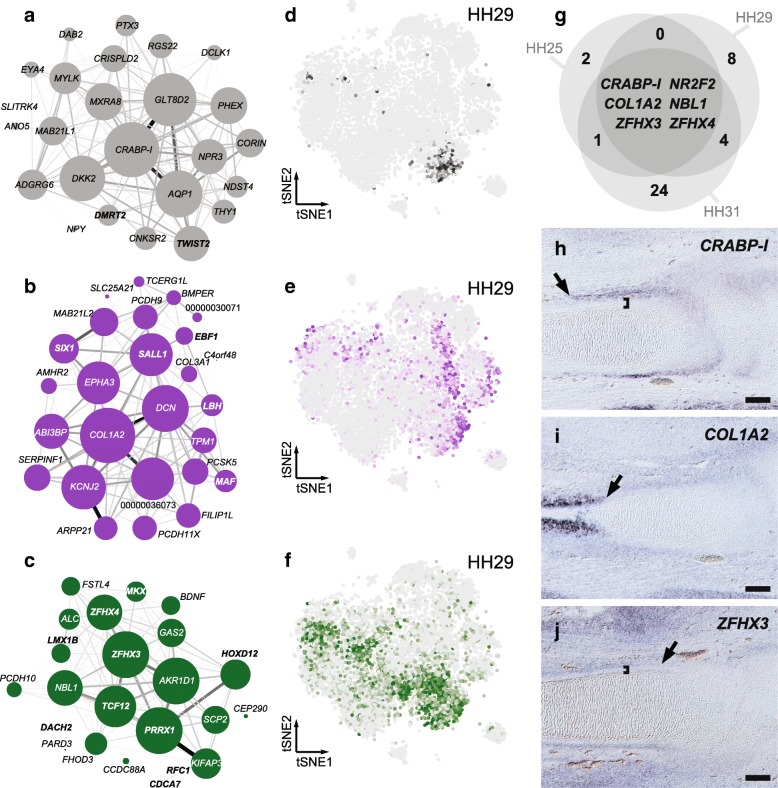
Transcriptional modules in the non-skeletal connective tissue (nsCT). **a-c** Gene co-expression modules (**a**) Darkgray, (**b**) Purple and (**c**) Darkgreen enriched for peri-skeletal genes. Gene names in bold are classified as transcription factors, uncharacterized genes show only Ensembl numbers following the “ENSGALG” gene code. **d-f** Corresponding averaged module activities visualized as heatmaps on stage HH29 tSNE plots. **d** Venn diagram of shared overexpressed genes in the nsCT populations of the three samples. **h-i** Section in situ hybridization on stage HH31 chicken hindlimbs for three shared nsCT marker genes, *CRABP-I*, *COL1A2* and *ZFHX3*. Arrows denote extent of expression along the long bone axis, while brackets indicate separation from the forming skeletal element (scale bar = 100 μm)

Finally, we identified skeletal progenitor populations at all three time points (Fig. 6a-c). According to the developmental stages we sampled, only cartilage-producing skeletal cells were recovered. In all three samples, we found a cell population resembling early chondrocytes (sub-clusters HH25–4, HH29–15 and HH31–2). 

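In the sub-clusters named chondrocytes (HH25–4, 869 cells) and early chondrocytes (HH29–15, 370 cells, and HH31–2, 646 cells), *CD24* (ENSGALG00000035599) was higher than in all other cells of the library, with log2 ratios of 2.14 (95% interval 2.01 to 2.27), 2.09 (2.00 to 2.18) and 1.88 (1.75 to 2.01). *SULF1* (ENSGALG00000039553) had 6 UMIs in the sub-cluster at HH25 and a ratio of 0.05 (−1.48 to 1.31), so that an enrichment was not detectable at this depth, and had a ratio of 1.74 (1.61 to 1.86) at HH29. *COL9A1* (ENSGALG00000015970) had ratios of 5.13 (4.66 to 5.62) at HH25, 1.05 (0.97 to 1.13) at HH29 and −0.53 (−0.85 to −0.23) at HH31, where the other cells include the 353 cells of HH31–1, named late chondrocytes. With those left out, its ratio at HH31 was 3.82 (3.29 to 4.38). *CHGB* was not analysed here.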

At stages HH29 and HH31, a seemingly more mature chondrocyte type emerged (HH29–3, HH31–1), and an additional cartilaginous cluster was evident in the HH29 sample (HH29–17). 

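Compared with HH29–15 and HH31–2, the sub-clusters named early chondrocytes, HH29–3 (471 cells) and HH31–1 (353 cells) had more *COL9A1*, with 5014 against 1150 CPM at HH29 and 937 against 56.1 CPM at HH31, or log2 ratios of 2.13 (95% interval 2.04 to 2.21) and 4.06 (3.76 to 4.38). For *COL9A3* (ENSGALG00000005628) the ratios were 1.56 (1.41 to 1.72) and 3.52 (3.18 to 3.87), for *MATN4* (ENSGALG00000004028) 1.59 (1.47 to 1.71) and 2.38 (2.11 to 2.66), for *C2orf82* (ENSGALG00000040264) 2.86 (2.59 to 3.14) and 4.13 (3.45 to 4.90), and for *ACAN* (ENSGALG00000006725) 1.64 (1.41 to 1.88) and 2.71 (2.31 to 3.13). *CD24* was lower in HH29–3 than in HH29–15 (−0.29, −0.40 to −0.18) and higher in HH31–1 than in HH31–2 (0.88, 0.73 to 1.03). The leading genes of HH29–15 held no early chondrocyte marker of the list used here, and those of HH31–1 no late one, so these sub-clusters are compared by number. The leading genes of HH31–1 did include *COL9A1*, *COL9A3*, *C2orf82* and *ACAN*, which that list did not count as late. In rebuilt clusters the ratios of *COL9A1* were 1.96 and 3.86 and those of *CD24* −0.60 and 1.00.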

Concomitantly, we identified two co-expression modules associated with these cell populations, Turquoise and Red (Fig. 6d,e). Turquoise is centered on *CD24*, *CHGB* and *SULF1,* whereas module Red displays a core of collagens *COL9A1* and *COL9A3*, *MATN4*, *C9H2ORF82* (also known as *SNORC* in mammals), and *ACAN*. Based on additional marker genes and GO-term enrichment analyses, we inferred the Turquoise module to be related to early chondrocyte proliferation and growth, whereas the Red module reflected chondrocyte maturation and extracellular matrix deposition (Fig. 6f). Interestingly, compared to module Turquoise, the activity of module Red was generally more restricted and specifically excluded from sub-cluster HH29–17 (Fig. 6g,h). 

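In the 118 cells of HH29–17, the Turquoise genes *CD24* and *SULF1* exceeded their levels in the late chondrocytes HH29–3, with 2259 against 881 CPM (log2 ratio 1.36, 95% interval 1.24 to 1.48) and 2376 against 468 CPM (2.34, 2.21 to 2.48). The Red genes were lower, with log2 ratios of −1.61 (−1.74 to −1.50) for *COL9A1*, −1.73 (−2.01 to −1.46) for *COL9A3*, −1.64 (−1.84 to −1.44) for *MATN4*, −2.03 (−2.40 to −1.68) for *C2orf82* and −1.81 (−2.24 to −1.40) for *ACAN*. *COL9A1* was still detected, at 1637 CPM (1508 to 1773) in HH29–17 against 76.9 CPM (58.2 to 99.6) in the skin as background. Against HH29–15, whose leading genes also held 1 joint marker, *CD24* and *SULF1* had log2 ratios of 1.07 (0.94 to 1.20) and 2.18 (2.02 to 2.33), *COL9A1* of 0.51 (0.37 to 0.65) and *C2orf82* of 0.83 (0.38 to 1.27), and the intervals of *COL9A3*, *MATN4* and *ACAN* included 0. In rebuilt clusters of 94 and 449 cells, the ratios to the late chondrocytes were 1.57 and 2.99 for the Turquoise genes and lay between −1.94 and −1.59 for the Red genes. The mean ratio of the Turquoise genes less that of the Red genes, 3.62, moved most with 30 neighbours (4.12). From known marker genes of synovial joints in this sub-cluster, the paper identifies its cells as those of the forming interphalangeal joints. *GDF5* was not analysed here.

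**Figure D3:**
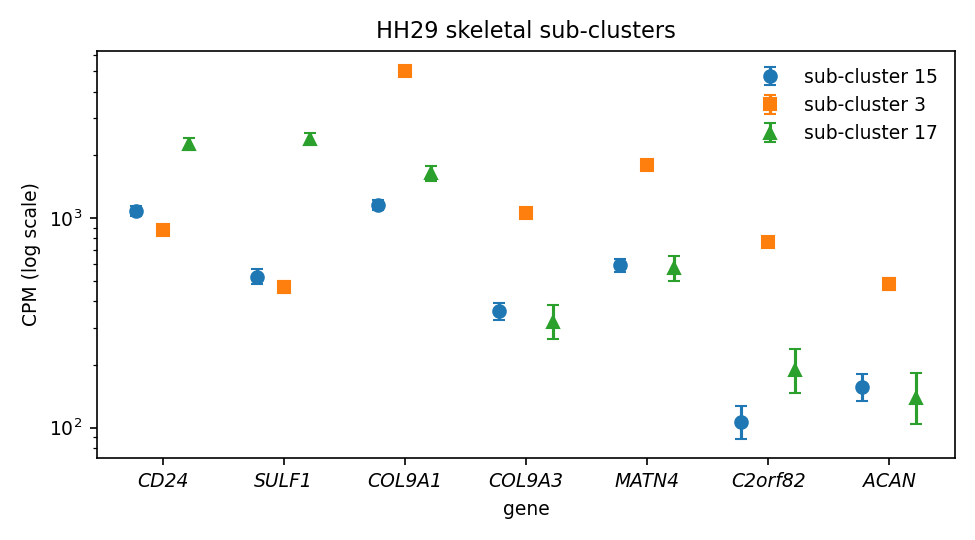
CPM, on a log axis, of the named genes of modules Turquoise and Red in sub-clusters 15, 3 and 17 of HH29, with exact 95% intervals for counting error. The authors name them early chondrocytes, late chondrocytes and joints, and the leading genes of sub-cluster 15 held no early chondrocyte marker. *CD24* and *SULF1* are highest in sub-cluster 17 (2259 and 2376 CPM), and the 5 Red genes are highest in sub-cluster 3.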

Upon closer inspection, we identified high expression of several known synovial joint markers genes in this population, thus identifying it as the forming interphalangeal joints (Fig. 6i, Additional file 3).

**Fig. 6:**
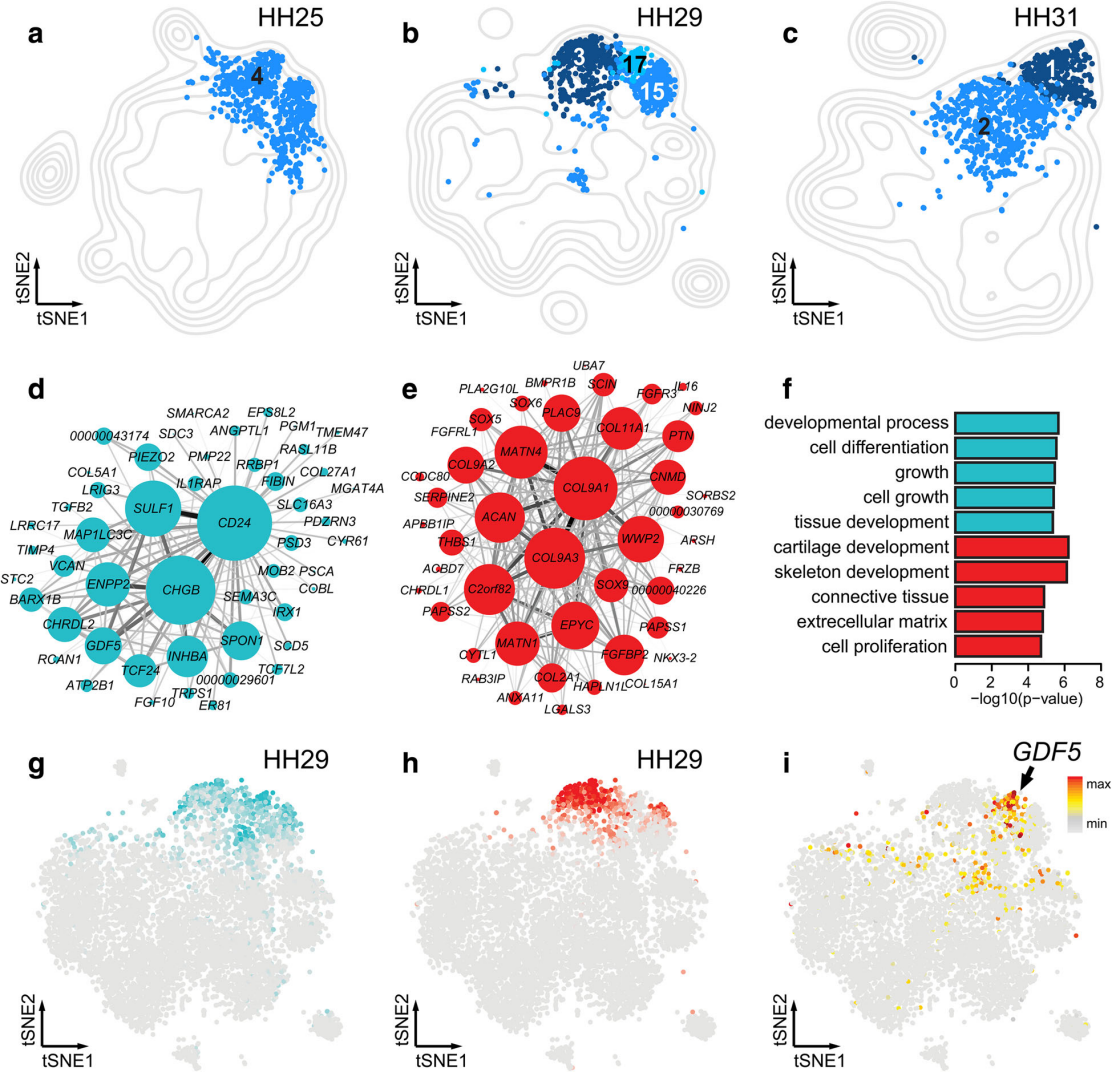
Transcriptional modules and sub-populations in skeletogenic cells (a-c) Contour density plot of tSNE projection for each sample. Partial tSNE plot on top, to visualize only cells belonging to skeletogenic sub-clusters (Color-coding and numbering according to Fig. 2b). Same color / shade across samples indicates comparable cell populations. **d-e** Gene co-expression modules (**d**) Turquoise and (**e**) Red. Representation of the Turquoise module only shows the 50 genes with the top membership, of a total of 215. **f** Top 5 GO-terms, from analysis of the genes member of modules Turquoise and Red. **g-h** Averaged module activities visualized as heatmaps on stage HH29 tSNE plots corresponding to the modules Turquoise and Red. **i** Expression heatmap of *GDF5* visualized on stage HH29 tSNE

Hence, through a combination of differential gene expression and GO-term enrichment analyses, as well as gene co-expression modules, we identified spatially and/or temporally distinct sub-populations and transcriptome dynamics in the skeletal and peri-skeletal tissues of the forming digits.

## Discussion

### Singe-cell tissue decomposition of the developing chicken autopod

Here, using single-cell RNA-sequencing, we present a transcriptomic atlas of the developing chicken limb at cellular resolution. Focusing on the distal and morphologically diverse portion of the limb, the autopod, we sampled over 17,000 single-cell transcriptomes with an average of over 1000 genes detected in each cell. Within our atlas, we identify all major tissue types that constitute and pattern the embryonic appendage across three developmental time points. Additionally, taking advantage of our cellular and transcriptomic sampling depth, we manage to isolate even minute cell populations like the AER and assemble lists of marker genes for them. We also distinguish transcriptionally discrete sub-populations within known major tissue types, reflecting distinct spatial locations or cellular states. As such, it demonstrates the power of scRNA-seq to molecularly disentangle cell populations of the developing limb that occur in close spatial or ‘lineage’ proximity. Historically, such populations have proven notoriously difficult to separate and characterize transcriptionally, using either manual tissue dissection or reporter-gene based cell lineage isolation. To what extent all of our tissue sub-clusters indeed correspond to distinct lineage separations [35], or rather represent the extremes of a molecular continuum that follows the inherently stochastic nature of transcription [36, 37], remains to be addressed in future studies. Regardless, however, our results provide a toolbox of candidate genes to tackle this question in a molecularly comprehensive manner. Furthermore, our data enables a characterization of emerging embryonic cell types based on transcriptional signatures, rather than relying on the definitive morphological and/or functional features of their mature counterparts.

### Cell type equivalencies across developmental and evolutionary time

Such molecular classification schemes echo recent conceptual frameworks that aim to categorize ‘cell types’ across developmental and evolutionary time scales, irrespective of morphology or function [2]. If, however, we consider a ‘cell type’ to be primarily defined by the expression of distinct regulatory programs, then detection of program activities can substantially precede our ability to distinguish morphological or functional specializations. Indeed, our sub-clustering and module analyses across developmental time reveal the appearance of certain prospective cell types long before they become morphologically distinct. For example, already at stage HH25 we recover clear gene expression signatures reminiscent of the future periskeletal nsCT, even though prominent cartilage anlagen have yet to form (Fig. 2d, Fig. 3b). 

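At HH25 each of the genes shared by the nsCT of all stages had its highest value among the 8 sub-clusters in sub-cluster 2. *CRABP-I* reached 862 CPM there and 411 CPM in the chondrocytes, the sub-cluster with the next highest value, and *NR2F2* 188 against 69.2 CPM, also in the chondrocytes. *COL1A2* reached 1379 CPM against 722 CPM, again in the chondrocytes, whereas for *ZFHX3*, at 215 CPM, the next highest value was 84.4 CPM in the mesenchyme. The median log2 ratio of the 6 genes to all other cells, 1.63, depended on the clustering. It was 0.59 when cell cycle scores from the gene list bundled with Seurat were used, 0.76 without cell cycle regression and 0.97 with 3000 variable genes, and no rebuilt cluster matched sub-cluster 2 with 30 neighbours or at a resolution 0.75 times as high.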

As such, it suggests an early lineage priming, without necessarily implying a definite switch in cell fate or clear morphological distinctions. In agreement with this, our *ZFHX3*-containing module Darkgreen appears to be the most basic and least specific of the co-expression modules that coincide with the nsCT population. 

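Module Darkgreen had its highest average in an nsCT sub-cluster at each stage, with a mesenchymal sub-cluster close to it. It averaged 0.470 (SD over cells 0.199) in HH25–2 and 0.370 (SD 0.174) in the HH25 mesenchyme. At HH29 it averaged 0.993 (SD 0.242) in sub-cluster 9, 0.928 (SD 0.252) in sub-cluster 4 and 0.834 in the cycling sub-cluster 16. At HH31 it averaged 0.670 (SD 0.206) in sub-cluster 3, 0.606 in sub-cluster 6 and 0.527 in the cycling sub-cluster 9. *PRRX1*, a gene of this module, was highest in HH25–2 (823 CPM), in HH29–9 (1402 CPM) and in HH31–6 (1840 CPM), the last ahead of HH31–3 (1785 CPM).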

We detect its activity at all three time points, marking the prospective nsCT as well as parts of the *PRRX1*-positive mesenchymal progenitor population (Fig. 5c,f). Only later do more mature and restricted nsCT sub-divisions and their corresponding co-expression modules occur, as exemplified by the activity of module Darkgrey and some of its members known to be involved in the formation of periskeletal tissues and tendon attachment sites (Fig. 5a,d) [38, 39].

Moreover, combining such transcriptome-based ‘cell type’ classification schemes with comparative scRNA-seq datasets allows for a molecular assessment of homologous cell types between species, across evolutionary time scales [40, 41]. This has important implications when trying to elucidate the impact of cell type-specifying gene regulatory networks on pattern formation and diversification at its relevant cellular scale. Namely, how progenitor populations exactly perceive and process patterning-relevant cues can be modulated by species-specific alterations in the respective cell type-specifying networks. In this context, it is worth noting that we detect *RSPO3* as one of the main markers of the chicken AER (Fig. 2d, Additional file 2). 

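*RSPO3* (ENSGALG00000042607) had 14 UMIs in the 24 AER cells, or 245 CPM, and 25 UMIs, or 1.82 CPM, in the 5914 other cells of HH25, a log2 ratio of 7.07 (95% interval 6.02 to 8.07). At least 1 UMI was found in 45.8% of the AER cells and in 0.406% of the others, at median depths of 1801.5 UMIs in the AER and 2046 UMIs over the library. In the 216 skin cells it had 0 UMIs, for which the lower exact 95% limit of the log2 ratio, from 14 UMIs against 0, was 5.00. With 3 UMIs over the group as the limit of a count of 0, and no counting error for the 14 UMIs, the ratio was 5.49. *RSPO2* was not analysed here.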

R-spondins, a family of secreted ligands involved in WNT-signaling, have previously been implicated in AER maintenance and control of limb outgrowth. However, in mammals only *RSPO2,* and not *RSPO3*, seems to be implicated in AER function [42–44]. Similarly, species-specific modifications in the gene regulatory networks driving skeletal cell type maturation have been reported [45, 46]. Together with recent scRNA-seq studies in other vertebrate model organisms [30, 47, 48], our dataset now opens new avenues for a comprehensive assessment of molecular similarities and divergences in patterning-relevant cell populations of the developing limb, across all major tetrapod clades.

### Digit growth and patterning at cellular resolution

Variations in digit number, size and individual digit patterns in the autopod skeletal structure reflect functional specialization of tetrapod hands and feet. During development, condensations of mesenchymal cells first give rise to early skeletogenic progenitors, to then differentiate into distinct skeletal lineages such as chondrocytes, osteocytes or synovial joint cells [49–51]. However, unlike for skeletal elements at more proximal locations of the limb, individual phalanx condensations are sequentially added and expanded at the distal tip of each forming digit, through proliferation of an evolutionary conserved progenitor population [22, 23, 52]. Hence, identifying regulators of growth rates, as well as for the relative temporal sequence at which the different skeletal cell types are specified, becomes paramount when trying to understand digit-specific phalanx patterns [25, 53].

Early autopod outgrowth, and later digit elongation, is controlled through complex signaling interactions at the distal margin of the limb, involving the concerted action of FGFs, BMPs and WNTs (reviewed [5]). Coinciding with this distal domain, we identify a distinct sub-population of mesenchymal cell types in all of our samples, marked by elevated activity of module Magenta with *TFAP2B*, *WNT5A* and high BMP signaling (Fig. 3c-f). Certain module members have been functionally implied in regulating autopod growth and digit elongation [24, 54–56], yet others remain completely unexplored in this context.

Moreover, we identify distinct sub-populations of interdigit mesenchyme cells in our HH29 and HH31 samples, with four associated gene co-expression modules (Fig. 4a-h). 

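In the HH29 interdigit, *SNAI2* (ENSGALG00000030902) reached 743 CPM and *ID2* (ENSGALG00000035016) 1009 CPM, with log2 ratios to all other cells of 1.69 (95% interval 1.62 to 1.76) and 0.89 (0.84 to 0.95). At HH31 the ratios were 1.71 (1.55 to 1.87) and 1.63 (1.503 to 1.76). *SNAI2* reached 959 CPM in sub-cluster 2 and 864 CPM in sub-cluster 12 and was highest in smooth muscle, at 1043 CPM. *ID2* was highest in sub-cluster 2, at 1646 CPM. *ID1* (ENSGALG00000034661) reached 1682 CPM in sub-cluster 12 and was highest in the endothelium (3770.2 CPM), whereas *SNAI1* (ENSGALG00000008018) reached 256 CPM in sub-cluster 2 and 366 CPM in HH29–15.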

Module Olivegreen contains SNAI and ID genes, known to be expressed in interdigits, and likely relates to the various BMP-driven processes in this tissue [57–62]. On the other hand, module Orange is dominated by *RDH10*, implicated in mouse interdigital apoptosis [63]. Before its apoptotic disappearance at later stages of development, interdigit mesenchyme is known to instruct the specific phalanx-formulas of its anteriorly adjacent digit [24, 25]. Moreover, we manage to spatially attribute a distinct co-expression module (Midnightblue) to interdigit 4, i.e. posterior to a digit with known regulatory individualization in tetrapods [64].

Finally, across all developmental time points we sampled, we identify skeletogenic cell populations. At those stages, the forming skeletal elements still consist exclusively of early progenitors, maturing chondrocytes, and developing synovial joints. Accordingly, we only find three distinct sub-populations, associated with two co-expression modules. Module Red shows enrichment for many canonical markers of chondrocyte maturation (Fig. 6e) [45, 51]. On the other hand, genes in module Turquoise do not, for the most part, evoke a classical chondrogenic transcriptional profile (Fig. 6d). Again, this module might rather reflect an early transcriptional priming, only this time towards the skeletogenic lineage. 

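*SOX9* (ENSGALG00000004386) reached 42.3 CPM (95% interval 33.4 to 52.9) in HH25 sub-cluster 4, against 1570.2 CPM (1498 to 1645) in HH29–15 and 437 CPM (407 to 470) in HH31–2. The HH25 value was close to that of the skin of the same library, 39.9 CPM (25.0 to 60.5). At least 1 UMI was found in 7.14% of the cells of HH25–4 and in 10.2% of the skin cells, at median depths of 1877 and 2097.5 UMIs, and after thinning to 1000 UMIs in 3.34% and 2.78%. Relative to all other cells of HH25 its log2 ratio was 0.80 (0.42 to 1.17). In rebuilt clusters the values were 39.0 CPM at HH25, 1369 CPM at HH29 and 452 CPM at HH31. HH29 was made on another platform than HH25 and HH31, and its place in the order cannot be separated from that. HH25 and HH31 share the platform and differ in dissection.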

In agreement with this, we only detect low expression levels for the canonical early skeletogenic marker *SOX9* in HH25 sub-cluster 4 (Fig. 2d), which itself is specifically enriched for Turquoise activity. Likewise, our synovial joint-like HH29 sub-cluster 17 shows high activity for Turquoise, while excluding the more mature chondrocyte module Red (Fig. 6g-i).

## Conclusion

Our single-cell transcriptomic atlas provides a comprehensive genomics resource to study chicken limb development in unprecedented detail. Thereby, it complements a classical experimental model of vertebrate pattern formation with molecular data at cellular resolution. We curate molecular catalogues to provide an in-depth description of the embryonic autopod, through the assembly of cell population-specific lists of candidate marker genes. Combined with the power of viral overexpression screens and recent CRISPR/*Cas9* genome modifications technologies, this resource will provide a roadmap for the functional elucidation of cell type specification programs in patterning-relevant populations. Moreover, by constructing cell population-specific gene co-expression modules, we provide a tool to follow tissue dynamics across developmental and evolutionary time scales. Thereby, it will enable insights into the molecular underpinnings of homologous cell types across all major tetrapod clades, and their ensuing developmental impact on pattern formation and diversification in the vertebrate autopod.

## Methods

### Tissue sampling

We collected tissue samples from embryonic hind limbs at different developmental stages (Fig. 1,a-c). Limbs were dissected in cold PBS, and chopped coarsely with a razorblade. Dissociation into single cells was done using 0.25% trypsin in DMEM and incubation for 15 min at 37°. Occasional mechanical shearing by careful pipetting was applied during the incubation time.

### scRNA-seq library preparation

Single-cell suspensions of samples HH25 and HH31 were fed into a *10X Genomics Chromium* Single Cell System (*10X Genomics*, Pleasanton, CA, USA) aiming for a concentration of 4000 cells per microliter. Cell capture, cDNA generation, preamplification and library preparation were done using *Chromium Single Cell 3′ v2* Reagent Kit according to the manufacturer instructions. For stage HH29 the cells were processed with the *DropSeq* method according to the original protocol [26]. Once the cDNA was obtained from all the samples, the sequencing proceeded on Illumina *NextSeq 500* or *HiSeq 2000* platforms as recommended by the developers to an average depth of 400 million reads per sample.

### Data processing

Using either the *Cell Ranger* software v2 (*10X Genomics*) or the *DropSeq* pipeline v1 (https://github.com/broadinstitute/Drop-seq/releases) we performed base calling, adaptor trimming, mapping to the chicken ENSEMBL genome assembly and annotation Gallus_gallus-5.0 [65], de-multiplexing of the sequences and generation of the gene / cell count matrices.

Filtering thresholds for mapped data were adapted for each sample, depending on the different library complexities. Cells with an UMI count of more than 4 times the sample mean or less than 20% of the sample median were filtered out, cells with a mitochondrial or ribosomal contribution to UMI count of more than 10% were also filtered out. Using the R package Seurat v2.3.2 [66] the UMI counts were then Log-normalized and any variation due to the library size or mitochondrial UMI counts percentage was then regressed via a variance correction using the function ScaleData.

The cell cycle stage of each cell was inferred using the R package SCRAN [67] and gene pairs that covariate with cell cycle stages in mouse [68]. The gene pairs were translated to orthologous chicken genes [69] and a cell cycle stage score was obtained cell-wise for stages S, G1 and G2/M, the difference between the G2/M and S scores (δG2M/S) was calculated to be accounted for in later steps.

### Dimensionality reduction and visualization

Significant principal components were determined for each sample as those falling outside of a Marchenko-Pastur distribution [35]. A dimensionality reduction step was carried out, using the t-SNE algorithm [28] to visualize the data and clustering of the cells based on transcriptomic similarities. The cells were clustered using the Louvain method for community detection from large networks and the Jaccard similarity coefficient to compare similarity and diversity of the sets, implemented in the FindClusters function in Seurat using data which was additionally variance-corrected for δG2M/S. A first, broad clustering step was done using a resolution of 0.4 for samples HH31 and HH29 and 0.5 for HH25; a second clustering was done to find sub-clusters within the data, this time using resolutions of 1.4 and 1.1 for the corresponding samples. All clustering steps were done using a k number of 20 and the significant principal components of the sample.

### Differential expression analysis

Differential expression analyses based on the negative binomial distribution were performed with Seurat, using the δG2M/S as a covariate and only genes expressed in at least 15% of any compared population (Additional files 2, Additional files 3, Additional files 4); genes expressed in at least 25% of the cells and showing differences with a log fold-change > 0.5 and an adjusted *p* value < 0.05 were used for GO analyses. To find expression signatures for every cell cluster, in a first step, a phylogenetic tree was obtained for the cell clusters in each sample; all directly paired clusters were tested for differential expression. Any pair of clusters with less than 15 differentially expressed genes were collapsed recursively. In a second step, specific genes for each cluster were obtained contrasting each cluster against the rest of the cells in their sample. To find genes differentially expressed genes between the interdigit clusters (Fig. 4j), we compared each of the sub-clusters against the rest of the cells in the other two clusters.

Marker genes for digit/interdigit 3 and 4 were defined using the DESeq2 R package v1.20.0 [70]. We analyzed bulk RNA data sets of digit/interdigt 3 and 4 from stage HH28/29 and HH31 of a previous study [34]. After normalization based on size factors and dispersion, we performed the differential expression analysis using a Wald test and the contrast design ~Stage+Digit to use the different stages as pseudo-replicates of the digit. We filtered for differential expression with an adjusted *p*-value < 0.05. For visualization, we subtracted the fold changes of early and late stages and plotted a heatmap using heatmap3 R package v1.1.1 [71] using hierarchical clustering of the genes.

### Weighted co-expression analyses

A weighted correlation network analysis was done using the WGCNA R package v1.6.6 [32]. Using the function FindVariableGenes from Seurat, we calculated the genes with high variation (dispersion > 0.5) across all the cells in sample HH29, and were subsequently used in WGCNA. Adjacencies and signed topological overlaps were calculated with an inferred soft-thresholding power of 8. A hierarchical tree was constructed using the “average” method and then cut using the “tree” method at height 0.9957 and minimum module size of 15. The eigengenes of the resulting modules, as well as the membership and a Correlation Student p value of the membership of each gene to its module were calculated. All genes not significantly (p value > 0.01) correlated with any module were discarded. The process was repeated recursively, until all genes were significantly associated with a module; the only change made in every iteration was the module minimum size, set to the smallest that would yield at least the same number of modules as the first analysis.

The output of WGCNA was exported to the Cytoscape v3.7.0 software [72] where the node size was coded to represent the membership, and the edge thickness and color intensity to represent the weights of each gene-pair coexpression. For visualization purposes, the scales of thickness, color and size were made relative to the minima and maxima found in each network. Furthermore, a transparency gradient was added to the edges, which was scaled to hide unimportant edges and avoid edge saturation, the threshold was always adjusted to make visible at least one edge per node. In only one case (module midnightblue), an edge with an outlier weight was coded to be red and thicker than any other edge, and the color/size re-scaled to the second highest weight.

### Gene ontology

Gene Ontology analyses were conducted with the R package *limma* [73]. We used the list of genes in the expression signature of each computed cell cluster, and the genes members of each co-expression module as input. For each case we used all the genes detected in the corresponding sample as the contrast universe.

### In situ hybridization

Probes for *CRABP-I* and *COL1A2* were described previously [38]. Primers for the *ZFHX3* probe were designed using primer3 [74]. An AA overhang and an *EcoRI* restriction site were added to each of the primers at the 5′ end. ZFHX3 (fw: [5′-AAGAATTCAGCCGTACCGGGTGCAATGAGC-3′], rev: [5′-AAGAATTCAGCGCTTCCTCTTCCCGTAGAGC-3′]). In situ hybridization was performed using standard protocols [75].

## Additional files

Additional file 1: **Figure S1.** Sample compositions and data statistics. (a) Cellular composition of the samples and datasets, color code corresponds to Fig. 2a-c. (b) UMI count distributions across the samples. (c) Gene count distributions across the samples. **Figure S2.** Expression patterns of marker genes. Related to Fig. 1. Normalized expression patterns of selected genes to identify the different cell populations in our broad clustering, plotted on the tSNEs from sample (a) HH25, (b) HH29 and (c) HH31. **Figure S3.** Co-expression modules expression patterns. Related to Fig. 3. Average expression of each WGCNA co-expression module on the tSNE of sample HH29.

Additional file 2: Genes with enriched expression per cell population in sample HH25. Genes enriched in the different cell clusters, calculated to be differentially expressed between each cell cluster and the rest of the cells in the sample. p_val: originally calculated *p* value; avg_logFC: average log fold-change relative to the rest of the cells; pct.x: percentage of cells in the focus cluster expressing the gene; pct.rest: percentage of cells in the rest of the clusters expressing the gene; p_val_ad: p value adjusted for multiple testing; cluster: cluster number in the main text and figures; gene: ENSEMBL gene identifier; name: gene symbol, or name when available; enrichment: ratio of pct.x: pct.rest.

Additional file 3: Genes with enriched expression per cell population in sample HH29. Genes enriched in the different cell clusters, calculated to be differentially expressed between each cell cluster and the rest of the cells in the sample. p_val: originally calculated p value; avg_logFC: average log fold-change relative to the rest of the cells; pct.x: percentage of cells in the focus cluster expressing the gene; pct.rest: percentage of cells in the rest of the clusters expressing the gene; p_val_adj: p value adjusted for multiple testing; cluster: cluster number in the main text and figures; gene: ENSEMBL gene identifier; name: gene symbol, or name when available; enrichment: ratio of pct.x: pct.rest.

Additional file 4: Genes with enriched expression per cell population in sample HH31. Genes enriched in the different cell clusters, calculated to be differentially expressed between each cell cluster and the rest of the cells in the sample. p_val: originally calculated p value; avg_logFC: average log fold-change relative to the rest of the cells; pct.x: percentage of cells in the focus cluster expressing the gene; pct.rest: percentage of cells in the rest of the clusters expressing the gene; p_val_adj: p value adjusted for multiple testing; cluster: cluster number in the main text and figures; gene: ENSEMBL gene identifier; name: gene symbol, or name when available; enrichment: ratio of pct.x: pct.rest.

Additional file 5: Co-expression modules and their genes. Genes part of the different co-expression modules. nodeName: ENSMBL identifier of the genes part of the module; altName: gene symbol, or name when available; membership: membership to the module.

## Abbreviations

AER: Apical ectodermal ridge
EvoDevo: Evolutionary developmental biology
GO: Gene ontology
HH: Hamburger-Hamilton stages
LPM: Lateral plate mesoderm
nsCT: Non-skeletal connective tissue
scRNA-seq: Single-cell RNA sequencing
TFs: Transcription factors
tSNE: t-distributed stochastic neighbor embedding
UMIs: Unique molecular identifiers

# Supplementary material for: A single-cell transcriptomic atlas of the developing chicken limb
**Source:** BMC Genomics. 2019 May 22;20:401. doi: 10.1186/s12864-019-5802-2
**Supplement:** Supplementary file 1 — Figure S1. Sample compositions and data statistics. (a) Cellular composition of the samples and datasets, color code corresponds to Fig. 2a-c. (b) UMI count distributions across the samples. (c) Gene count distributions across the samples. Figure S2. Expression patterns of marker genes. Related to Fig. 1. Normalized expression patterns of selected genes to identify the different cell populations in our broad clustering, plotted on the tSNEs from sample (a) HH25, (b) HH29 and (c) HH31. Figure S3. Co-expression modules expression patterns. Related to Fig. 3. Average expression of each WGCNA co-expression module on the tSNE of sample HH29.

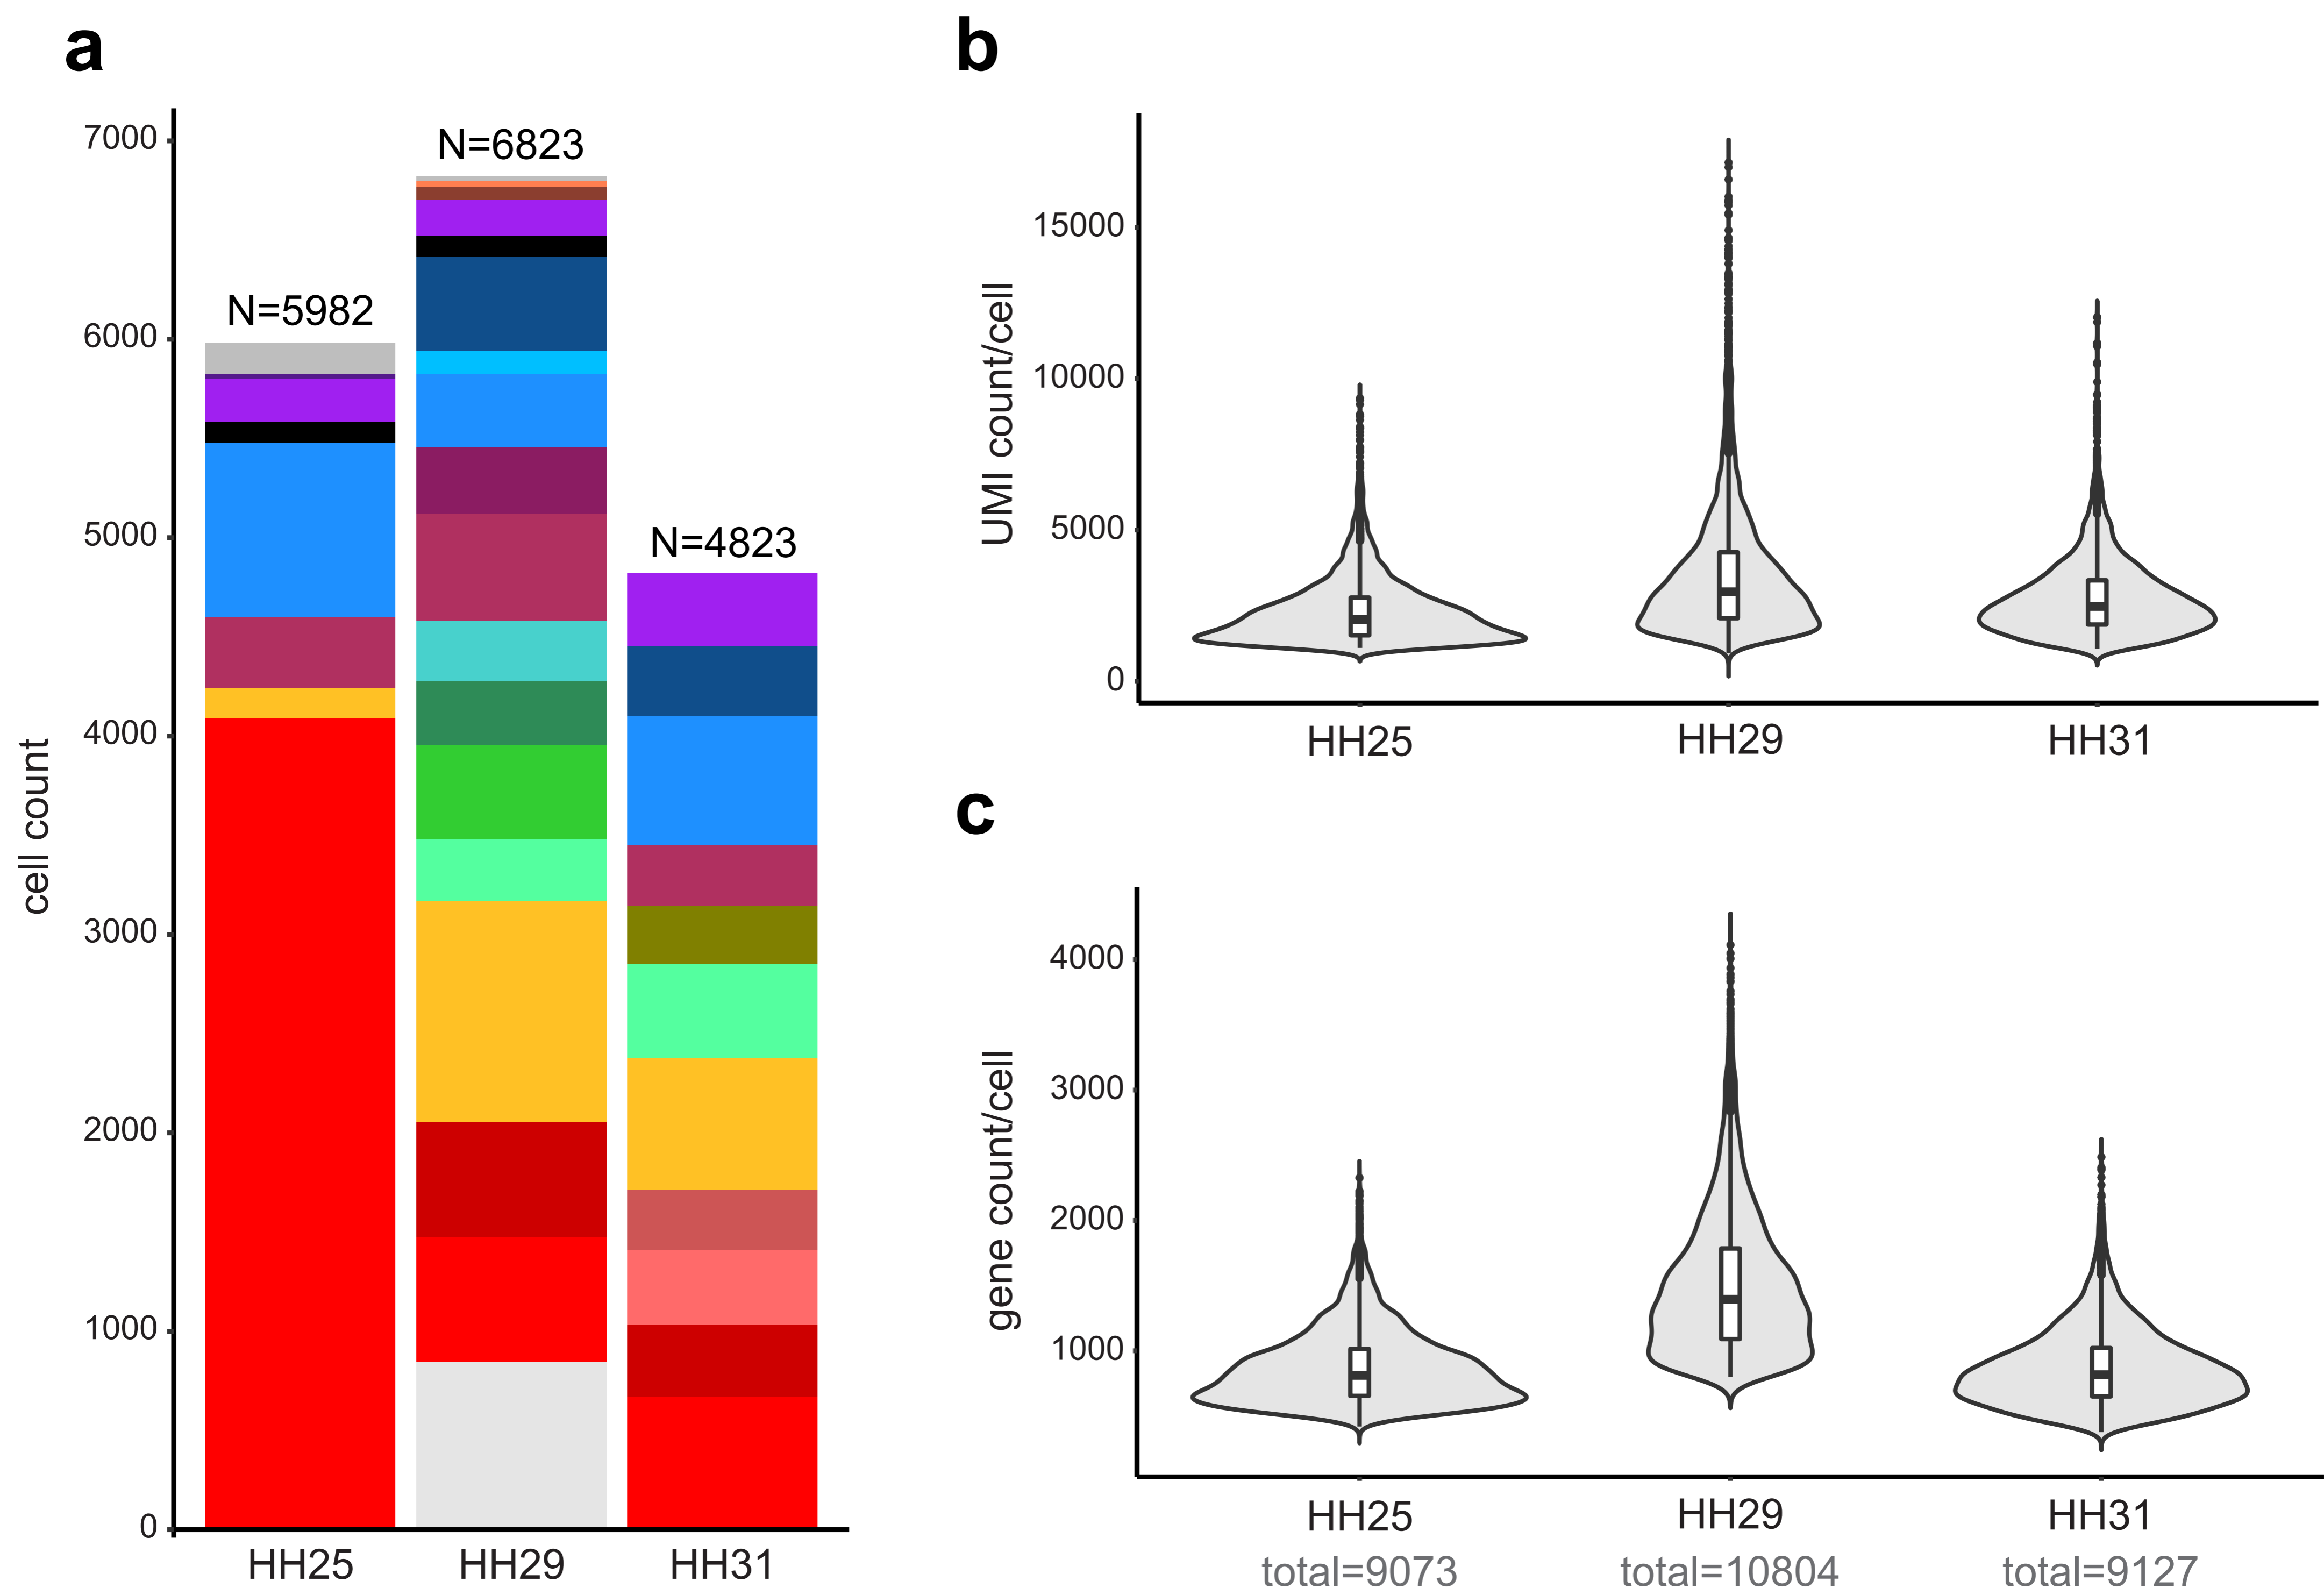

**Fig. S1**  
**Sample compositions and data statistics.** **(a)** Cellular composition of the samples and datasets, color code corresponds to Fig. 2a-c. **(b)** UMI count distributions across the samples. **(c)** Gene count distributions across the samples.

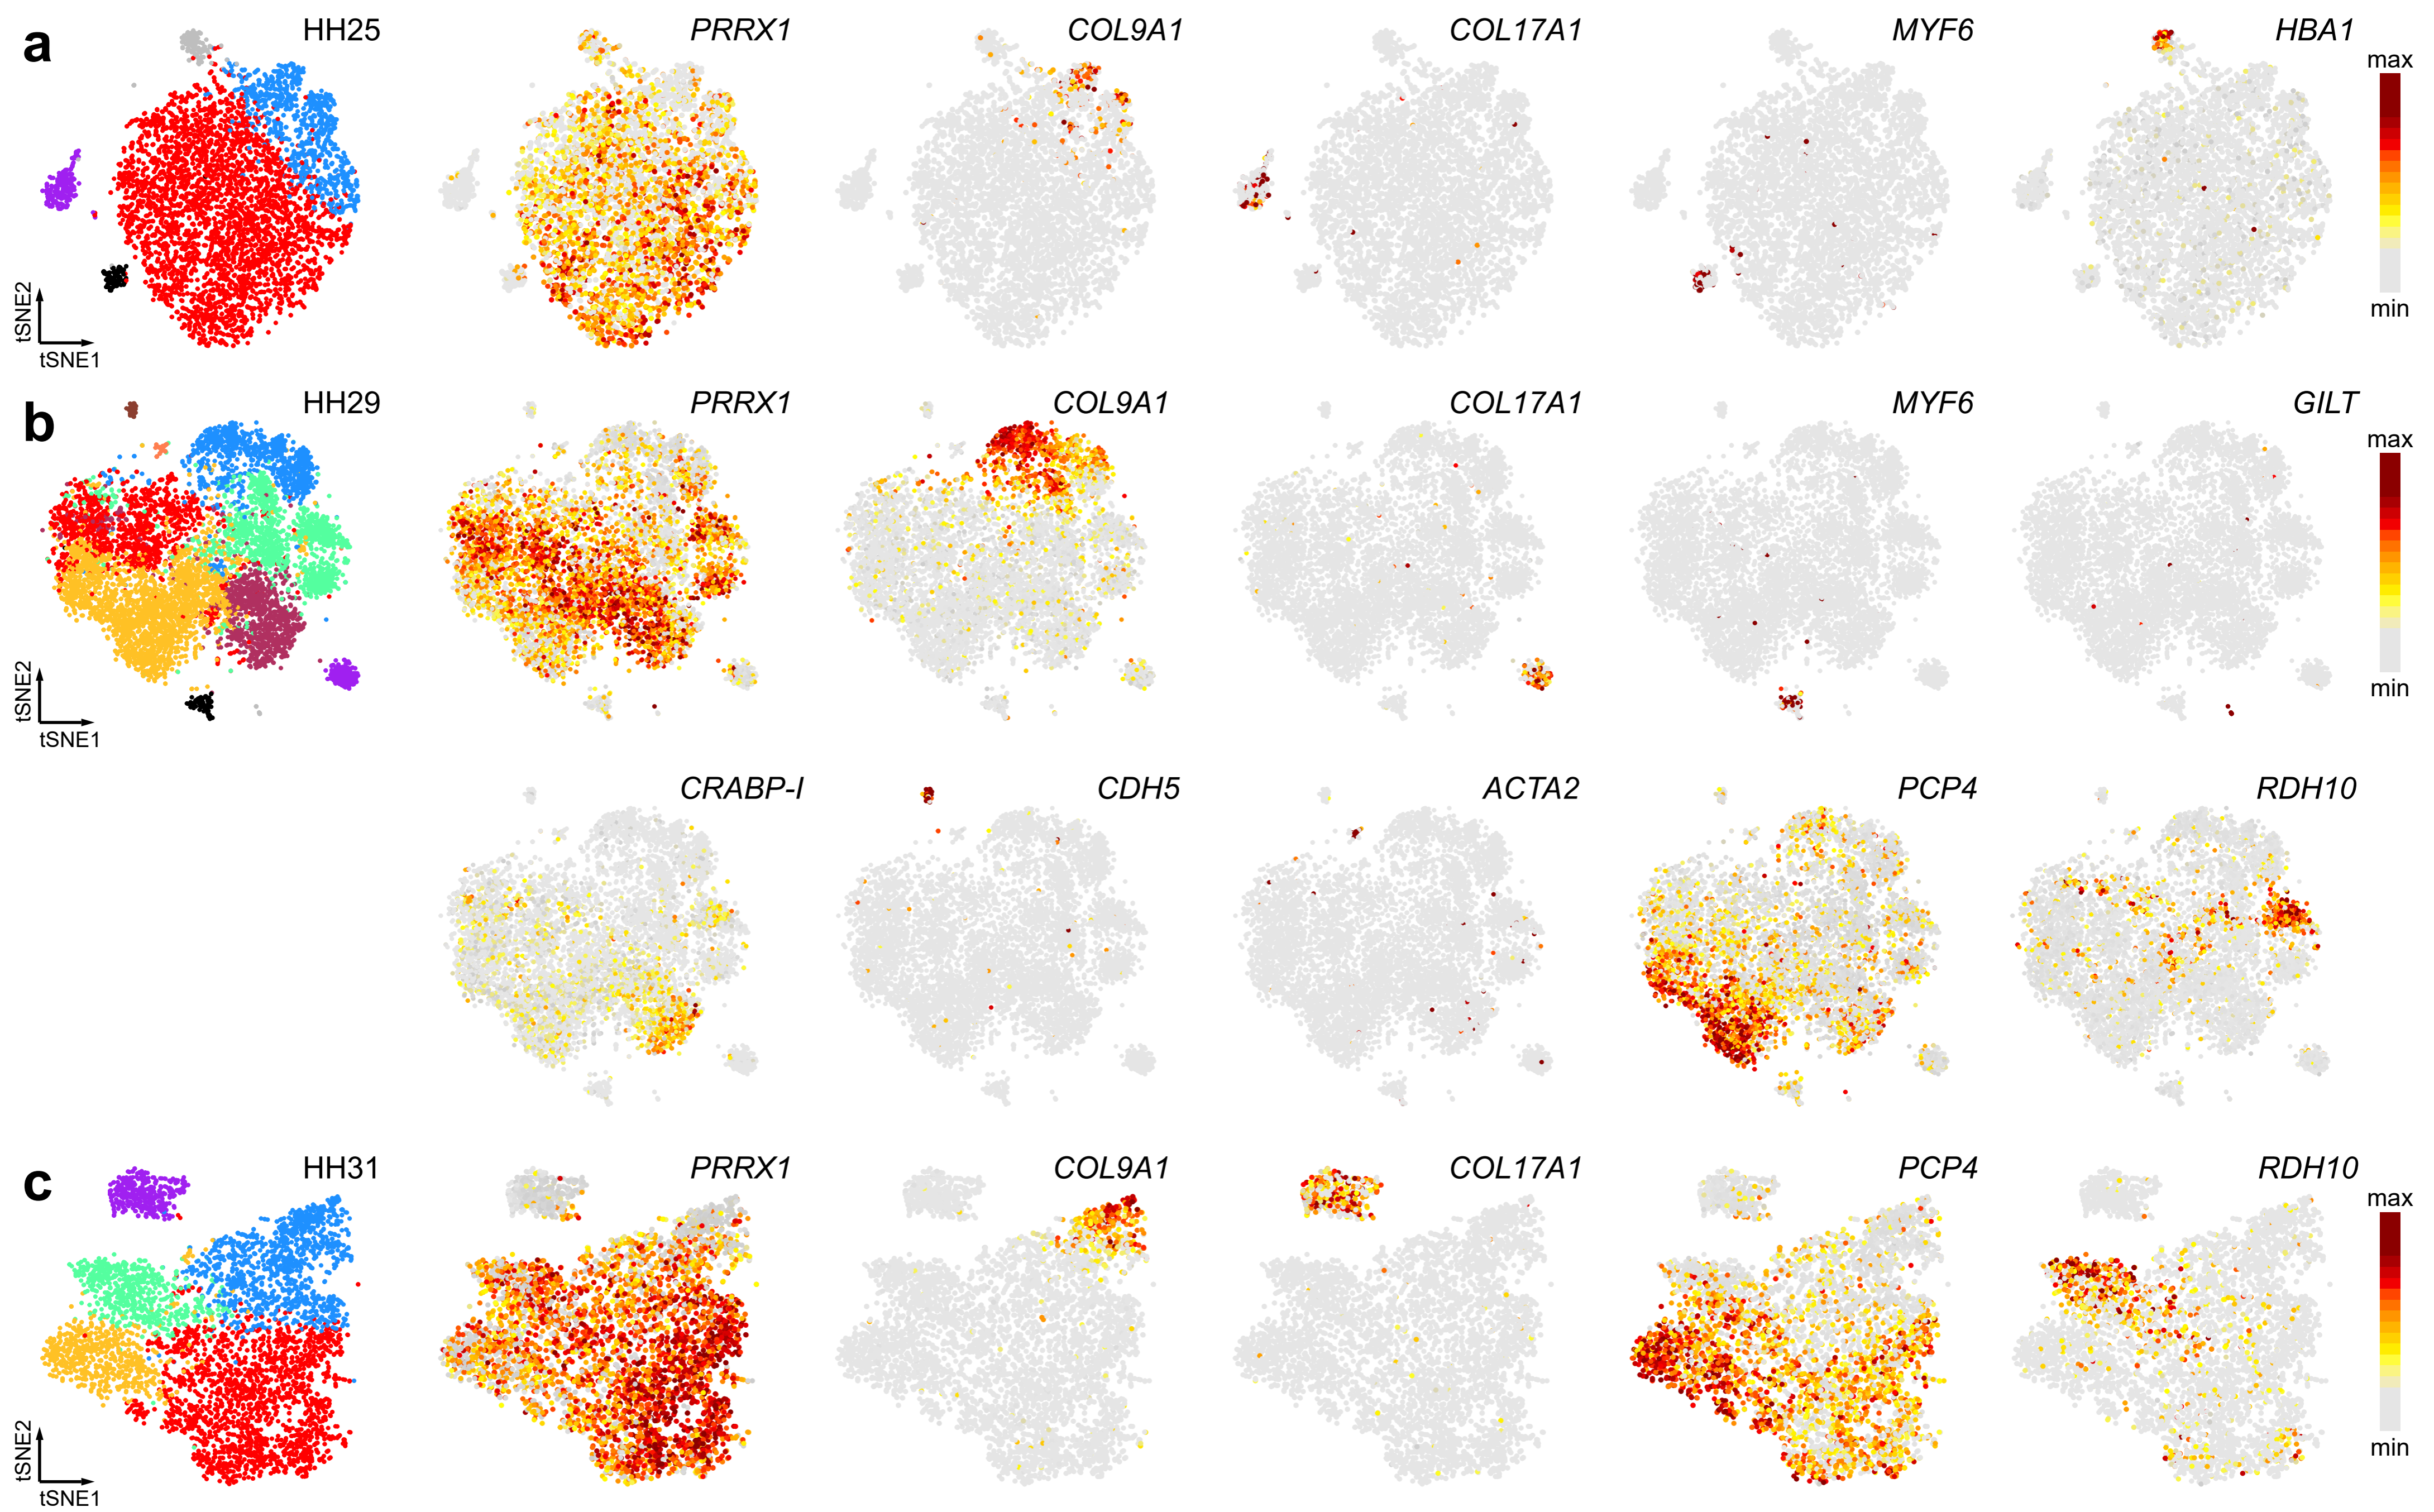

**Fig. S2**  
**Expression patterns of marker genes.** Related to Fig. 1. Normalized expression patterns of selected genes to identify the different cell populations in our broad clustering, plotted on the tSNEs from sample (a) HH25, (b) HH29 and (c) HH31.

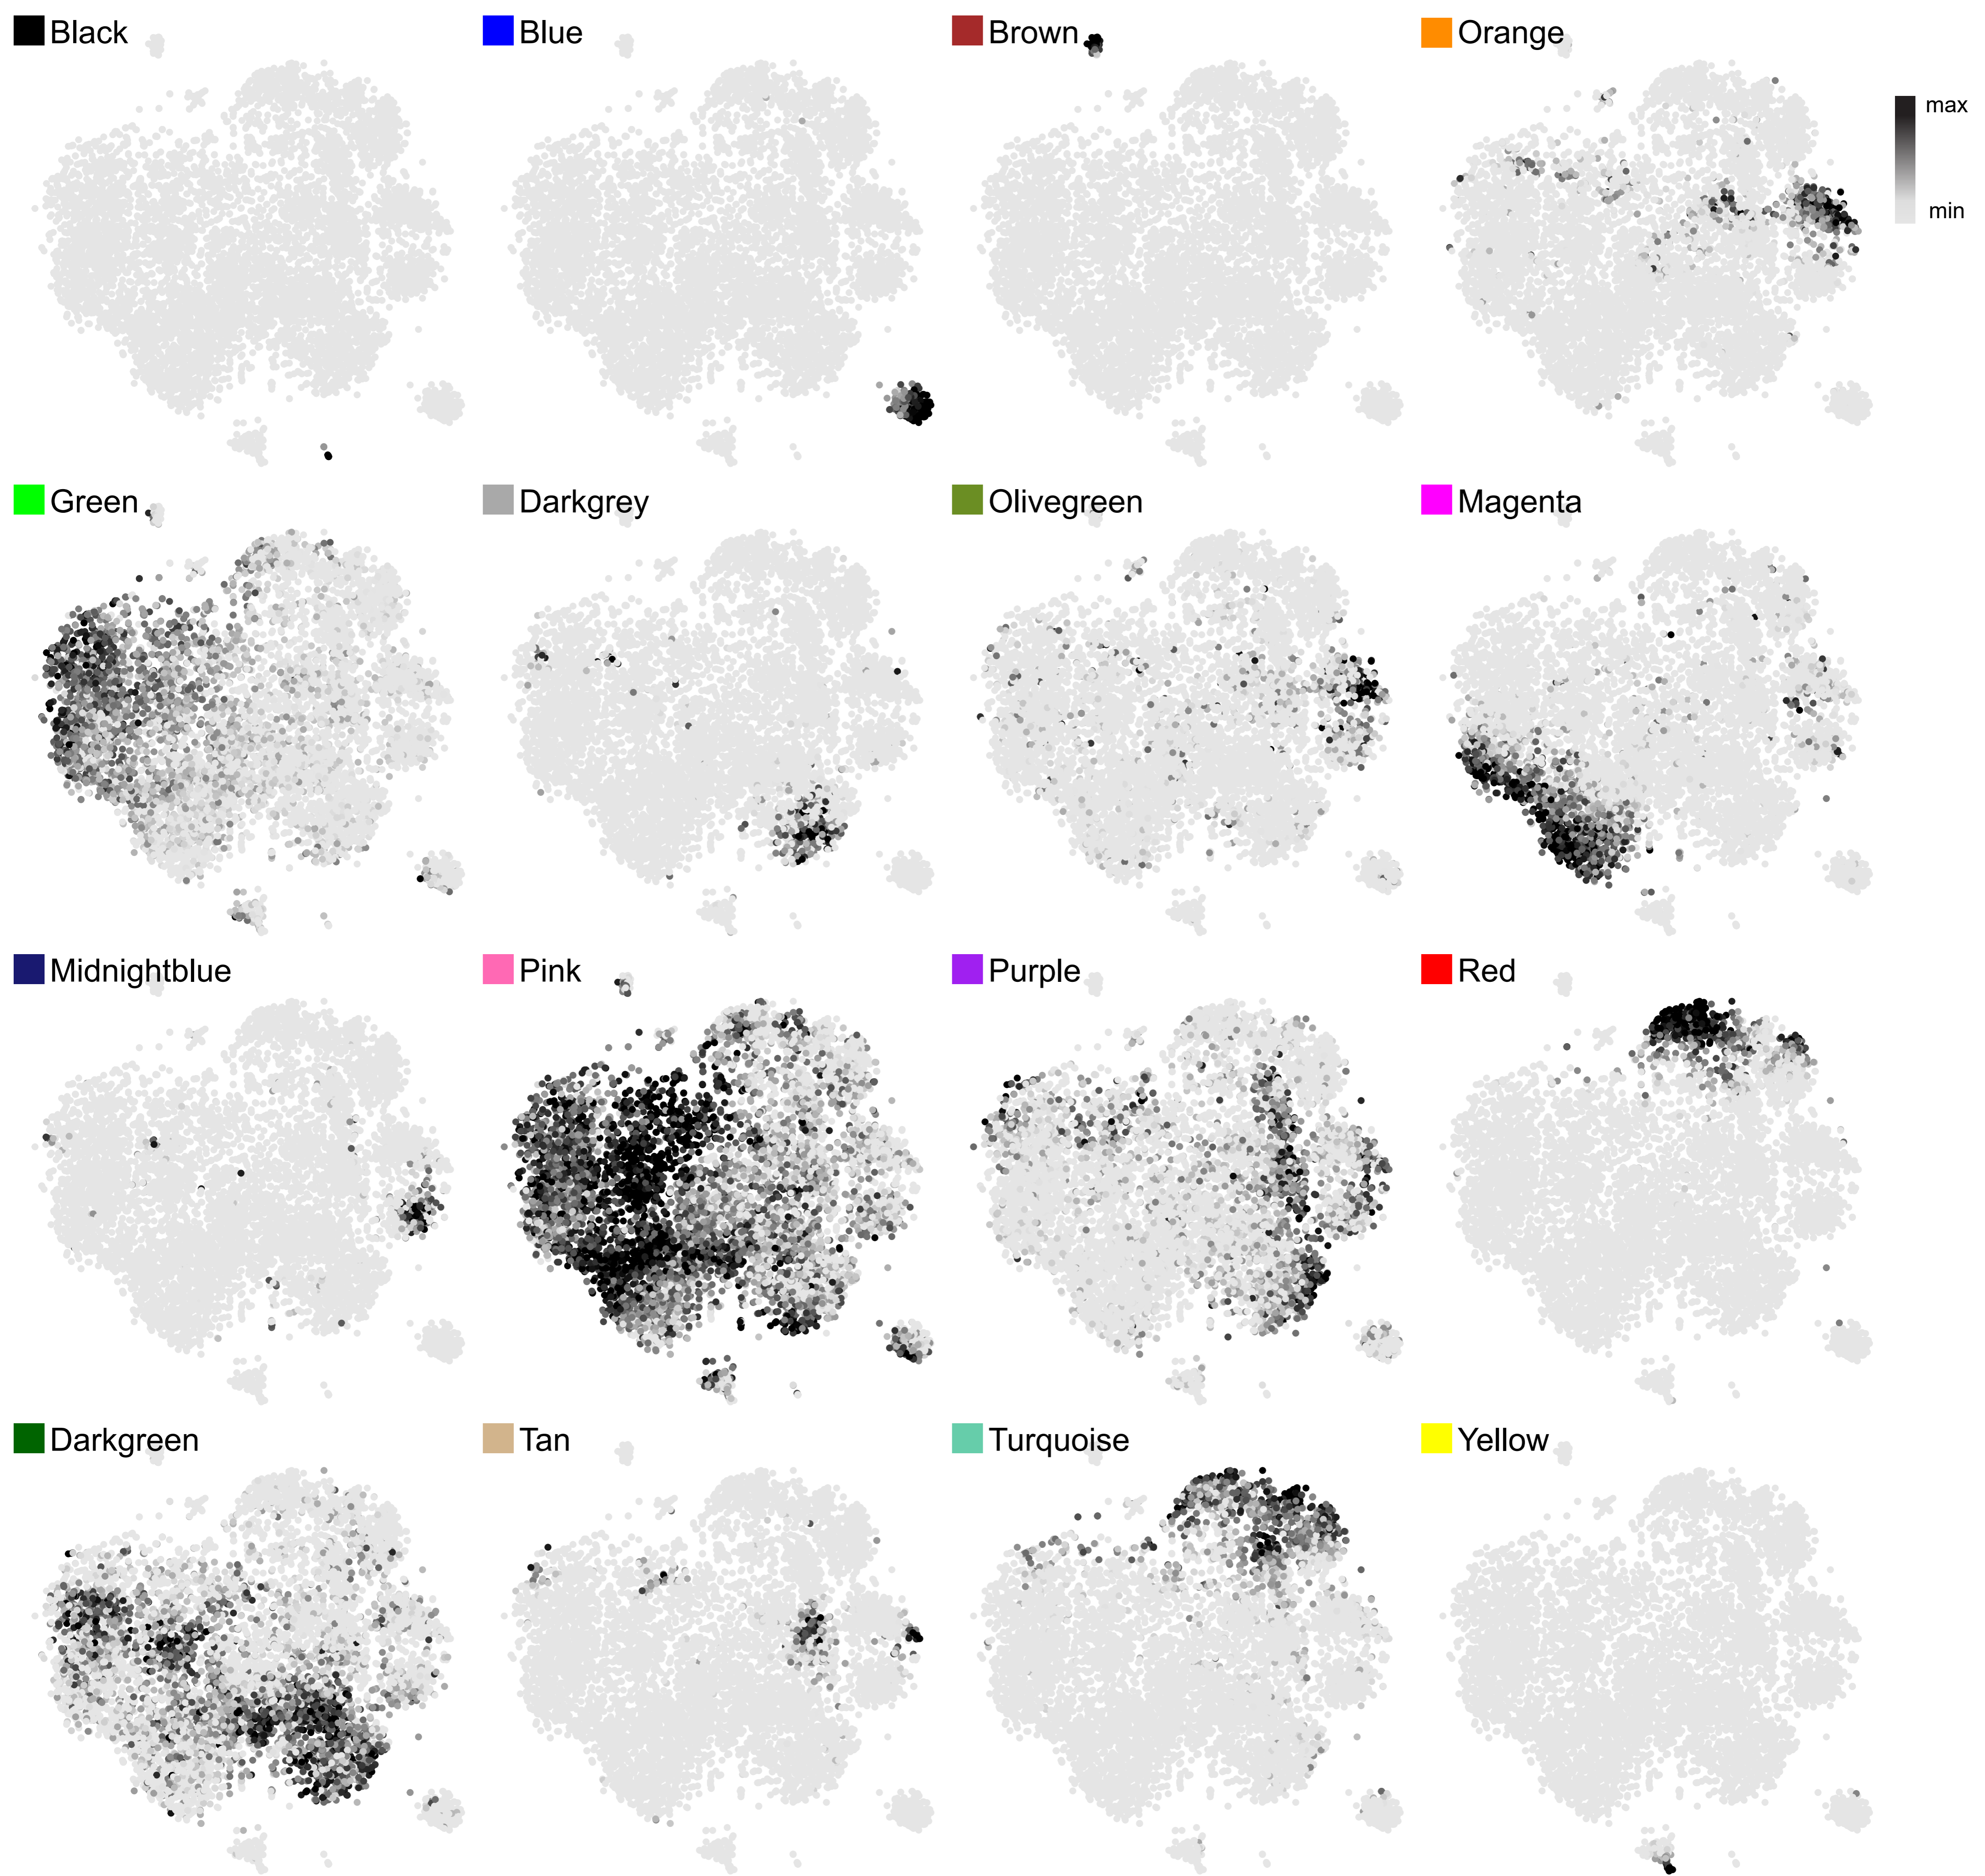

**Fig. S3**  
**Co-expression modules expression patterns.** Related to Fig. 3. Average expression of each WGCNA co-expression module on the tSNE of sample HH29.

How the deposited data were processed for this re-analysis (not part of the article)

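Single-cell RNA was measured in 3 libraries of the chicken hindlimb autopod, 1 for each stage: HH25 (day 4.5, whole distal limb, 10X Genomics version 2 chemistry), HH29 (day 6.0, digits 3 and 4 with their interdigit, Drop-Seq) and HH31 (day 7.0, tip of digit 4, 10X Genomics version 2 chemistry). HH29 pools 3 technical replicates. There are no biological replicates, and stage is confounded with platform and dissection.

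The authors deposited one table of raw UMI counts per cell and gene for each stage, not normalized. To make these counts, the authors used Cell Ranger (version 2) for the 10X libraries and the DropSeq pipeline (version 1) for HH29, with the Ensembl genome and annotation Gallus_gallus-5.0. The methods state that they removed cells with more than 4 times the mean UMI count or less than 20% of the median, and cells with more than 10% mitochondrial or ribosomal UMIs. The tables also hold, for each cell, the cell cycle scores S and G2M that the authors obtained with the scran package from mouse gene pairs translated to chicken genes, and the difference of those scores. In the values, this deposited score difference is S minus G2M in every cell, whereas the methods describe the difference between G2/M and S. Finally, the tables hold the broad and fine cluster of each cell, made by the authors with Seurat (version 2.3.2) by Louvain clustering after regression of library size and mitochondrial share, with fine clusters merged where few genes separated them.

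The stated filters were applied to the deposited tables again. They left 5938 of 5982, 6806 of 6823 and 4796 of 4823 cells, with 9073, 10804 and 9127 genes. The ribosomal limit was not applied, because ribosomal RNA genes carry no name in the sources used here and ribosomal protein genes exceed it in nearly every cell. No further step removed doublets. Scrublet (in scanpy 1.11.5, expected rate 0.05, 30 components) called 1 cell at HH25, 2, 2 and 4 cells in the technical replicates of HH29 and 3 cells at HH31, under 0.5% in each, and was therefore taken not to have worked.

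Total UMIs were 13778575 at HH25, 23846769 at HH29 and 13281515 at HH31, with 1103 to 9124, 920 to 14128 and 1066 to 11054 UMIs per cell. Expression was computed as CPM from the UMIs summed over a population, and populations were compared by the log2 ratio of CPM. Intervals are exact 95% intervals from the Poisson distribution for sums and Clopper-Pearson intervals for shares, and medians over genes have an interval from 2000 resamples of the counts. They cover counting error only. No p-value was computed, since cells are not replicates. A count of 0 was given a limit of 3 UMIs. Shares of cells with a UMI were read beside a population that should lack the gene, with their median depths, and after thinning each cell to 1000 UMIs (seed 11). Module activity was the mean over a module's genes of the natural log of 1 plus the UMIs per 10000. The computation of the ratios of ectoderm at HH31 and HH25 was tried on simulated data: in 100 draws with 200 changed genes among 8647, the interval held the simulated ratio for a mean of 190.9 genes (180 to 198), the median absolute error in the first draw was 0.0659, and the sign was right in 200 of 200 genes in every draw. Counts were drawn from the Poisson distribution on which the interval rests, without variation between cells or embryos. The draws therefore check the computation only.

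Populations were taken from the authors' fine clusters. The design fixed before the data were examined had assumed that no annotation was given and had planned to cluster the cells and to name clusters by markers; the deposited annotation took precedence, and the planned clustering became an alternative. For it, Seurat 5.3.0 in R 4.3.3 (Matrix 1.6.5) was run with log-normalization, 2000 variable genes, regression of library size, mitochondrial share and the deposited cell cycle difference, 100 components of which those above the Marchenko-Pastur bound were kept (12, 29 and 15), 20 neighbours and the resolutions of the methods. Each rebuilt cluster was matched to the deposited sub-cluster of highest Jaccard index. The design had planned cell cycle scores from the genes bundled with Seurat, of which 25 of 43 S genes and 41 of 54 G2/M genes had an identifier; these were run as an alternative. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, anndata 0.12.19 and matplotlib 3.10.9.

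The genes named in the text were fixed before the data were examined: every gene that the results or discussion name as marking a population, the genes of the dot plots of Fig. 2d-f, the genes read from Fig. 4 and Fig. 5, *RSPO2*, and, for the ectoderm at HH31 against HH25, the 5 genes with the largest log2 ratio in each direction among those with at least 100 UMIs in the higher group. The paper tables that list such genes had been seen by then. Of 65 genes in the list, 61 had an identifier and were left out of the rebuilt clustering. *CHGB*, *GDF5*, *SFRP2* and *RSPO2* had none and were not analysed here. A further gene of the list is not reported here, so the median over the digit IV genes covers 6 genes in place of the 7 planned. *HOXD13*, *HOXA13*, *HBE* and *HAS2* are outside this list and were singled out after their values were seen. The cell type markers were likewise listed beforehand, 244 symbols of which 193 had an identifier, in part from the paper's own tables on these libraries. They served to check the names of sub-clusters, which are the authors'. Among the 10 genes of largest fold, HH25–1, HH29–9, HH29–11 and HH29–13 had no marker of any class. HH29–2 had as many erythroid as interdigit 4 markers, HH25–4 as many nsCT as early chondrocyte markers and HH31–2 as many joint as early chondrocyte markers. HH25–7 had more ectoderm than AER markers, and HH31–4 more interdigit 4 than interdigit markers. HH29–14, HH29–15, HH31–1, HH31–6 and HH31–10 had markers of other classes only. HH29–15 and HH31–1 are therefore compared by number. The list did not count *COL9A1*, *COL9A3*, *C2orf82* and *ACAN* in HH31–1 as late markers, or *ALDH6* and *RDH10* in HH31–10 as interdigit markers.

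Gene symbols come from the additional files of the paper, which name 3143 of the 11442 identifiers. The reference table at hand matched 0 of them, and no coordinates are given. The copies of the additional files used here are partial for HH29 (10 of 18 sub-clusters), HH31 (10 of 11) and the modules (10 of 16), so no overlap or enrichment was tested on them. Alternatives covered the clusters, the genes left out of clustering, cell cycle regression, the number of variable genes and of neighbours, the resolution, the filters, doublet scores, thinning, the weighting of cells and each technical replicate of HH29. Gene set enrichment, tSNE maps, in situ hybridization and the paper's comparison with dissected digits were not repeated, and genes linked to the W chromosome were not examined, for lack of chromosome positions.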

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

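The tests of explanations in this part were chosen after the results were seen.

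Transcripts of 4 haemoglobin genes were found in each of the 11 sub-clusters of HH31, although none of them was named blood, and the paper does not report on haemoglobin at this stage. Of the 4796 cells, 6 gave 1% or more of their UMIs to these genes. With those left out, the level ran from 850.0 CPM (95% interval 796 to 906) in the skin to 1044.5 CPM (979 to 1113) in cycling sub-cluster 9, above what a count of 0 allows in every sub-cluster. RNA released from red blood cells into the cell suspension would give like levels in all sub-clusters. The highest level was 1.23 times the lowest, under the limit of 1.5 times set for a difference, and this level is therefore consistent with released RNA. With the 6 cells kept, the level ran from 884 to 1426 CPM, which is over that limit, so released RNA is not offered for the haemoglobin of those cells. The intervals of those sub-clusters did not overlap, so that a small difference on top of it is not excluded. UMIs of one haemoglobin gene counted for another would not change their sum. At HH25 and HH29 the level in most sub-clusters was lower. HH25 shares the platform of HH31 but differs in dissection, and HH29 differs in both. No biological explanation was tested.

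The contrast between the sub-clusters named late and early chondrocytes had opposite directions at HH29 (3 against 15) and HH31 (1 against 2) for a pair of genes. *SOX9* was lower in HH29–3 than in HH29–15, with a log2 ratio of −0.39 (95% interval −0.48 to −0.30), and higher in HH31–1 than in HH31–2, with 0.62 (0.47 to 0.78). *CD24* had log2 ratios of −0.29 (−0.40 to −0.18) and 0.88 (0.73 to 1.03). The difference between the stages was not tested, because each stage is 1 library. In rebuilt clusters, made without these genes, both of the 2 genes kept opposite directions, with −0.28 and 0.46 for *SOX9* and −0.60 and 1.00 for *CD24*. The rebuilt clusters were matched by shared cells, and held for instance 359 of the 370 cells of HH29–15 and 298 of the 353 cells of HH31–1. Because the cells were largely the same, this does not exclude the borders of the authors' sub-clusters as an explanation. The sub-clusters of the same name may not be the same population at both stages. The 10 leading genes of HH29–15 held 1 joint and 1 late chondrocyte marker of the list used here and 0 early ones. Those of HH31–1 held 1 early and 0 late ones of that list. They also included *COL9A1*, *COL9A3*, *C2orf82* and *ACAN*, which the list did not count as late. These genes were higher in HH29–3 and HH31–1 than in HH29–15 and HH31–2, so the list does not decide the question for HH31–1. What also stays open is the platform (Drop-Seq at HH29, 10X at HH31), the dissection (digits 3 and 4 with their interdigit at HH29, the tip of digit 4 at HH31) and the stage itself. With 1 library per stage, platform and dissection cannot be told apart from a change between day 6.0 and day 7.0, which was not tested either.

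*COL9A1* in the sub-clusters named chondrocytes or early chondrocytes (HH25–4, HH29–15 and HH31–2) against all other cells of the library also changed direction, from log2 ratios of 5.13 (95% interval 4.66 to 5.62) at HH25 and 1.05 (0.97 to 1.13) at HH29 to −0.53 (−0.85 to −0.23) at HH31. This difference was not tested between stages. A candidate explanation is that the other cells include the sub-clusters named late chondrocytes, which HH25 lacks. With the 353 cells of HH31–1 left out, *COL9A1* was at 56.1 CPM in HH31–2 and 3.96 CPM in the 3797 other cells, a log2 ratio of 3.82 (3.29 to 4.38), which fits that explanation for the negative value. The remaining spread between stages is confounded with dissection and, for HH29, with platform. A difference between the populations or the stages themselves stays open.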

How the results depend on the processing

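Most of the alternatives were set before the data were examined. Setting clusters rebuilt here against the authors' deposited clusters was chosen after the data were seen, as were the clustering without the named genes as an alternative to the deposited clusters, the cell cycle genes bundled with Seurat, leaving out the module genes from the clustering, and the removal of the highest doublet scores. Of 469 values under an alternative, 333 stayed within the counting interval of the reported value (for numbers of cells or clusters and for means, within 1.5 times it) and 136 moved outside it. A direction exists only for the 297 of them that are log2 ratios, and 0 of these changed it. A counting interval covers no variation between embryos. The causes of the changes listed here were not tested, apart from those that follow from the construction of the alternative.

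The values reported with the authors' sub-clusters were as follows. The median log2 ratio of the distal genes was 1.82 at HH25, 1.94 at HH29 and 1.305 at HH31, that of the interdigit genes 1.69 at HH29 and 1.87 at HH31, that of the digit IV genes 1.81, and that of the nsCT genes 1.63, 1.53 and 1.22 at the 3 stages. The difference between the Turquoise and the Red genes in the joint sub-cluster, called the joint contrast here, was 3.62. *SOX9* in HH25–4, HH29–15 and HH31–2 was 42.3, 1570.2 and 437 CPM. The log2 ratio of skeletal to mesenchymal cells was −1.02, −2.09 and −1.42 for *PRRX1* and −1.46, −0.93 and −1.58 for *PCNA*. The G2/M genes gave 2.74 at HH29 and 3.38 at HH31, haemoglobin 5.32 at HH25 and *GILT* 12.16 at HH29.

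Clusters rebuilt without the named genes gave 1.87 for the distal genes and 1.62 for the interdigit genes at HH29, 1.43 for the nsCT genes at HH31 and 4.08 for the joint contrast. *SOX9* at HH29 was 1369 CPM, *PCNA* at HH25 −1.20, *PRRX1* −1.78 at HH29 and −1.31 at HH31, the G2/M genes at HH29 2.38 and haemoglobin 5.57. With the named genes put back, the joint contrast was 4.09, *SOX9* 1372 CPM at HH29 and 483 CPM at HH31, *PRRX1* −0.43 at HH25 and −1.77 at HH29, *PCNA* at HH25 −1.17, the G2/M genes at HH31 2.73 and haemoglobin 6.72. With the module genes left out as well, the distal genes were at 0.87 at HH25 and 1.76 at HH29, the interdigit genes at 1.62 at HH31, the nsCT genes at 0.91 at HH25, *SOX9* at 1399.9 CPM at HH29 and 536 CPM at HH31, *PCNA* at −1.26 at HH25, *PRRX1* at −1.81 at HH29 and haemoglobin at 5.47.

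Without cell cycle regression, the distal genes had 1.56 at HH25 and 1.88 at HH29, the interdigit genes 1.53 at HH31, the digit IV genes 2.02, the nsCT genes 0.76 at HH25 and the joint contrast 3.87. *SOX9* at HH29 was 1407 CPM, *PRRX1* −0.87 at HH25 and −1.87 at HH29, *PCNA* −0.97 at HH25 and haemoglobin 5.55. With cell cycle scores from the Seurat gene list, the distal genes at HH31 were at 1.23, the nsCT genes at HH25 at 0.59, the joint contrast at 4.03, *SOX9* at HH29 at 1413 CPM, *PRRX1* at HH25 at −0.81 and haemoglobin at 5.48.

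A clustering on 1000 variable genes gave 0.54 and 1.70 for the distal genes at HH25 and HH29, 1.22 and 1.39 for the nsCT genes at HH25 and HH31, 3.45 for the joint contrast and 1410.0 CPM for *SOX9* at HH29. *PRRX1* was −1.21 at HH25 and −1.80 at HH29, *PCNA* −0.68 at HH29, the G2/M genes 2.48 at HH29 and haemoglobin 5.20. On 3000 variable genes, the distal genes at HH29 gave 1.84, the nsCT genes at HH25 0.97, the joint contrast 4.08, *SOX9* at HH29 1371 CPM and *PRRX1* at HH29 −1.62.

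Using 30 neighbours, the distal genes were at 1.55 at HH25 and 1.83 at HH29, the joint contrast at 4.12, *SOX9* at HH29 at 1384 CPM, *PRRX1* at −0.76 at HH25 and −1.79 at HH29, *PCNA* at HH25 at −1.18, the G2/M genes at HH29 at 2.52 and haemoglobin at 5.52. The lower resolution (0.375 for broad and 0.825 for fine clusters at HH25, 0.3 and 1.05 at the later stages) gave 1.58 and 1.86 for the distal genes at HH25 and HH29, 4.07 for the joint contrast, 32.7 and 1370.1 CPM for *SOX9* at HH25 and HH29, −0.76 and −1.79 for *PRRX1* at the same stages, 2.46 for the G2/M genes at HH29 and 5.57 for haemoglobin. At the higher resolution (0.625 and 1.375 at HH25, 0.5 and 1.75 at the later stages), the distal genes at HH29 had 1.87, the interdigit genes at HH29 1.61, the joint contrast 3.91, *SOX9* 1379 CPM at HH29 and 479.7 CPM at HH31, *PCNA* −1.07 at HH25, *PRRX1* −1.77 at HH29, the G2/M genes 2.27 at HH29 and haemoglobin 5.56.

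When all barcodes as deposited were clustered, the distal genes were at 1.56 at HH25 and 1.85 at HH29, the nsCT genes at 0.86 at HH25, the joint contrast at 3.46, *SOX9* at 1353 CPM at HH29 and 472 CPM at HH31, *PCNA* at −1.23 at HH25, *PRRX1* at −1.78 at HH29 and haemoglobin at 5.47. On the authors' sub-clusters, keeping all barcodes moved no result outside its interval. A ribosomal limit of 10% read on ribosomal protein genes left 0 cells at HH25, 26 at HH29 and 0 at HH31, because those transcripts took more than 10% of the UMIs of nearly every cell.

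The HH25 cells gave 13 fine clusters without cell cycle regression, with the Seurat gene list and with all barcodes, 14 with 1000 or 3000 variable genes and with the named genes left out or put back, and 16 at the higher resolution, against 8 in the deposited column. The broad clusters of HH25 numbered 8 at the higher resolution, against 5. The recursive merging of the paper's methods was not repeated, which leaves more fine clusters by construction. The AER was a cluster of its own in 0 of the 11 rebuilt clusterings, so that the number of AER cells recovered was 0 in each, and *FGF8* and *RSPO3* in the AER have a value only in the authors' sub-clusters. There they kept within their intervals in all 4 alternatives that gave a value.

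Thinning each cell to 1000 UMIs moved the distal genes at HH29 to 2.07, the digit IV genes to 2.19, *SOX9* at HH31 to 392 CPM, *PRRX1* at HH25 to −1.21, *PCNA* at HH29 to −1.14, haemoglobin to 5.64 and *GILT* to 11.33. Giving each cell equal weight, by the mean of CPM over cells, moved *PRRX1* at HH25 to −1.14, *PCNA* at HH29 to −1.03 and haemoglobin to 5.59. Removing the cells with the highest doublet scores moved *SOX9* at HH29 to 1698 CPM and *PRRX1* at HH29 to −2.34. The removal of called doublets, listed before the data were examined, was not run, because the caller marked under 0.5% of the cells of each library or technical replicate.

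With each technical replicate of HH29 left out in turn, the distal genes ranged over 1.91 to 1.98, the interdigit genes over 1.66 to 1.73, the digit IV genes over 1.75 to 1.88, the nsCT genes over 1.48 to 1.67, the joint contrast over 3.47 to 3.75 and *SOX9* over 1521 to 1655 CPM. *PRRX1* ranged over −2.12 to −2.07, *PCNA* over −1.03 to −0.80, the G2/M genes over 2.64 to 2.84 and *GILT* over 12.03 to 12.41. Values outside the counting interval occurred without replicate 1 (nsCT genes, *SOX9* and *PCNA*) and without replicate 2 (the joint contrast and *PCNA*). These are technical replicates of 1 preparation, so their spread says nothing of the variation between embryos. No paired analysis was possible because each stage is a single library.

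Some alternatives gave no value, since a rebuilt cluster has to match each sub-cluster of a population. The interdigit genes at HH29 and the digit IV genes had none with 30 neighbours and at the lower resolution, where no cluster matched sub-cluster 6, and none with the module genes left out, where none matched sub-cluster 2. The interdigit genes at HH31 had a value only without cell cycle regression and with the module genes left out, since sub-cluster 10 was unmatched in the other 9 clusterings. The nsCT genes at HH25 lacked a value with 30 neighbours and at the lower resolution, where sub-cluster 2 was unmatched. *PRRX1*, *PCNA* and the G2/M genes lacked one at HH29 with the Seurat gene list (sub-cluster 5). At HH31 they lacked one without cell cycle regression, with 1000 variable genes, with 30 neighbours, at the lower resolution, with the Seurat gene list and with the module genes left out (sub-cluster 9).

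Depth limits the values of rare transcripts most. *SULF1* at HH25 rests on 6 UMIs in the chondrocytes, *DLX6* in HH29 sub-clusters 6 and 12 on 5 UMIs, and *FGF8* in the HH25 skin on 3 UMIs, and their intervals are correspondingly wide. With a median of 2046 UMIs per cell at HH25, a share of cells without a UMI is no measure of cells without the transcript.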

Differences from the paper's values

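The paper describes 16 co-expression modules with 836 genes. The copy of its module table used here holds 10 modules with 431 genes, and modules Red, Turquoise, Tan, Pink, Purple and Yellow are missing from it. None of the alternatives set before the data were examined bears on these numbers.

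The numbers of cells stated in the paper are those of all barcodes as deposited, which was an alternative set before the data were examined: 5982 at HH25, 6823 at HH29 and 4823 at HH31. The filters of the methods, applied to the deposited tables again, removed 44, 17 and 27 of these.

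For HH31 the paper states 5 broad clusters, whereas the deposited broad cluster column held 6. Of the alternatives set before the data were examined, 5 clusters were found with 3000 variable genes, with 30 neighbours and with all barcodes, and another number with the named genes put back, without cell cycle regression, with 1000 variable genes and at either other resolution. A number of 5 also came from the clustering without the named genes, from that with the Seurat cell cycle genes and from that with the module genes left out, which were set beside the deposited clusters only after the values had been seen. For HH25 the deposited column held the number of the paper, 5. None of the clusterings run here gave 5 at HH25. The higher resolution gave 8 and each of the others 6 or 7.

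The paper presents the AER as a sub-cluster of HH25 of its own. None of the 11 clusterings run here separated it from the skin. In the deposited sub-cluster, *FGF8* was enriched as the paper describes (log2 ratio 8.58 to the other ectoderm).

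According to the paper, the activity of module Midnightblue is restricted to HH29 sub-cluster 2. Of its 18 genes, 12 had their highest HH29 level there, and the module average was highest there, at 0.406. It was also 0.231 in smooth muscle and 0.20 in sub-cluster 14, and at HH31 it was 0.178 in interdigit sub-cluster 4.

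The paper describes module Red as excluded from HH29–17. All 5 of its genes measured here were lower in HH29–17 than in the late chondrocytes (log2 ratios from −2.03 to −1.61). *COL9A1* nevertheless had 1637 CPM there, against 76.9 CPM in the skin, and more than in HH29–15 (log2 ratio 0.51).

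The paper proposes that the expression of *PRRX1* and *PCNA* beyond the proliferating mesenchyme is progressively lost as progenitors commit to skeletal and non-skeletal lineages. The separation of skeletal from mesenchymal cells was wider at both later stages than at HH25 for *PRRX1* (log2 ratios −1.02, −2.09 and −1.42), but narrower at HH31 than at HH29. For *PCNA* it was widest at HH31 and narrowest at HH29 (−1.46, −0.93 and −1.58). These values pool the skeletal sub-clusters of a stage. Within HH29 and within HH31, *PRRX1* was lower in the sub-cluster named late chondrocytes than in that named early chondrocytes, whereas *PCNA* was higher.

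In the paper's marker table for HH31, sub-cluster 6 carries the name of skin, as does sub-cluster 5. All 15 ectoderm markers measured were lower in sub-cluster 6 than in sub-cluster 5, with a median log2 ratio of −5.27 (genes at 0 UMIs taken at the limit of 3 UMIs).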

Other observations

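The comparison of ectoderm at HH31 and HH25 was planned, as were most of the clusterings of HH25. The tests of explanations in this part were chosen after the results were seen.

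Haemoglobin was far higher in HH29 sub-cluster 2, the interdigit 4 population, than in other cells of that library, with log2 ratios of 6.02 for *HBAA*, 6.08 for *HBAD* and 6.05 for *HBE* (ENSGALG00000017347). RNA released into the suspension is argued against as the whole source, since 98.84% of the haemoglobin UMIs of the sub-cluster lay in 5 of its 313 cells. Red blood cells alone, grouped with the sub-cluster by the clustering, are argued against as well: the 5 cells held *PRRX1* at 913.5 CPM of the other genes, with a lower limit of 541 CPM, above the 38.9 to 183 CPM of the skin, endothelium, muscle, smooth muscle and leukocyte sub-clusters of HH29 and their highest upper limit of 291 CPM. Droplets that held a red blood cell together with a mesenchymal cell remain a candidate explanation, as 913.5 CPM lies within the 417 to 1402 CPM of the mesenchymal, interdigit and nsCT sub-clusters. The skeletal sub-clusters 3, 15 and 17 and sub-cluster 14, at 179.5 to 516 CPM, were left out of both ranges. The median of the 5 cells was 5258 UMIs, against 2586 in the remaining 308. The 6 digit IV genes together reached 203 CPM (95% interval 55.3 to 520) in the 5 cells and 921 CPM (865 to 981) in the others, so the mesenchymal partner may not have been a typical cell of the sub-cluster. No biological explanation was tested.

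The HH25 blood sub-cluster carried genes of the limb mesenchyme. *HOXD13* (ENSGALG00000032039) reached 305 CPM there and 12.7 CPM in the skin, a log2 ratio of 4.59 (95% interval 3.49 to 5.94). Released RNA would give like levels in blood and skin, and the difference argues against it as the whole source. Droplets with a blood cell and a mesenchymal cell stay open: 2.03% of the cells of the sub-cluster (3 of 148, 0.420 to 5.81%) were among the highest doublet scores, against 6.20% of the library (368 of 5938), but the score finds only pairs of types that it can tell apart, and the doublet calls from it had failed. Separate mesenchymal cells placed with the blood are argued against for the 64 cells with 1% or more haemoglobin. Those cells held *HOXD13* at 271.5 CPM of the other genes (180.4 to 392), *HOXA13* (ENSGALG00000027234) at 310.2 CPM (212 to 438) and *PRRX1* at 407 CPM (294 to 550), and for all 3 of these genes the lower limit was above the upper limits in skin and muscle. In mesenchymal sub-cluster 1 the same genes were at 271.8 CPM (261.5 to 282), 236.4 CPM (226.8 to 246) and 779.6 CPM (762 to 797.5). *HOXD13* and *HOXA13* in the 64 cells were thus at the mesenchymal level within counting error, and *PRRX1* was below it. For the other 84 cells, with *HOXD13* at 331 CPM, separate mesenchymal cells stay open. As to droplets with both kinds of cell, the median of the 64 cells, 1493 UMIs, was below the 2081 of mesenchymal sub-cluster 1, but a limit on the share of haemoglobin also favours cells of few UMIs, so this decides nothing. *PCNA* also had its highest HH25 value in this sub-cluster, at 857 CPM, followed by 624 CPM in the distal mesenchyme. No biological explanation was tested for either.

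The AER cells of HH25 joined the skin in each of the 11 clusterings run. In 10 of them all 24 cells were in 1 cluster of 242 to 246 cells, and with the module genes left out 23 were in a cluster of 236. That the named genes had been left out is not the reason, as 0 AER cells were recovered as a cluster of their own when the named genes were put back. The number of variable genes, the number of neighbours, the resolution and the cell cycle regression were varied 1 at a time without recovering it. Other versions of the clustering tools and the steps of the paper that were not repeated were not tested.

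HH31 sub-cluster 6 held 377 cells and was led by *AKR1D1* and *HAS2* (ENSGALG00000029596). Its ectoderm markers had log2 ratios to sub-cluster 5 from −8.11 to −2.02, with 3 of the 15 markers at 0 UMIs and taken at the limit of 3 UMIs, and it had the highest *PRRX1* level of the stage. No explanation was tested.

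The ectodermal cells of HH31 (367 cells, 1106402 UMIs) were compared with those of HH25 (240 cells, 608074 UMIs), as both are 10X libraries. Over 754 genes with at least 100 UMIs in the higher group, the median log2 ratio of HH31 to HH25 was −0.23. The genes furthest above it were *cNFI-A* (ENSGALG00000010924), with 114 UMIs against 0 and a lower exact 95% limit of the log2 ratio of 4.06 (4.38 with 3 UMIs over the group as the limit of a count of 0 and no counting error for the 114 UMIs), *S100A6* (ENSGALG00000041826) with 4.20 (95% interval 3.67 to 4.79), *HBAA* with 3.15 (2.68 to 3.67), *HBAD* with 2.94 (2.36 to 3.57) and a gene given by its identifier only, ENSGALG00000036073, with 2.91 (2.42 to 3.45). Furthest below were *GBX2* (ENSGALG00000013342) with −4.34 (−5.38 to −3.45), *FGF8* with −2.59 (−3.16 to −2.04), *PHLDA2* (ENSGALG00000032687) with −1.71 (−2.12 to −1.31), *CKB* (ENSGALG00000011511) with −1.55 (−1.94 to −1.17) and *CXCL14* with −1.52 (−1.65 to −1.38). The HH25 group includes the 24 AER cells, and at HH31 no sub-cluster is named AER. Of the 122 *FGF8* UMIs of the HH25 group, 119 lay in the AER cells. The 216 other HH25 cells had *FGF8* at 5.45 CPM, below the 33.4 CPM of the HH31 group, so the negative ratio of this gene came from the AER cells. The share of the AER cells in the other genes is not given here. The values of *HBAA* and *HBAD* include 3 ectodermal cells of HH31 with 1% or more haemoglobin, without which the level of the 4 haemoglobin genes there was 850.0 CPM in place of 1096 CPM. That remaining level is consistent with released RNA, as it differed by 1.23 times at most between sub-clusters with such cells left out. The libraries come from 1 preparation each and from different parts of the limb, so stage and dissection stay confounded and no biological explanation was tested.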
